# A novel role for vaping in mitochondrial gene dysregulation and inflammation fundamental to disease development

**DOI:** 10.1038/s41598-021-01965-1

**Published:** 2021-11-23

**Authors:** Stella Tommasi, Niccolo Pabustan, Meng Li, Yibu Chen, Kimberly D. Siegmund, Ahmad Besaratinia

**Keywords:** Genetics, Molecular biology, Biomarkers, Risk factors, Pathogenesis, Inflammation

## Abstract

We constructed and analyzed the whole transcriptome in leukocytes of healthy adult vapers (with/without a history of smoking), ‘exclusive’ cigarette smokers, and controls (non-users of any tobacco products). Furthermore, we performed single-gene validation of expression data, and biochemical validation of vaping/smoking status by plasma cotinine measurement. Computational modeling, combining primary analysis (age- and sex-adjusted limmaVoom) and sensitivity analysis (cumulative e-liquid- and pack-year modeling), revealed that *‘current’* vaping, but not *‘past’* smoking, is significantly associated with gene dysregulation in vapers. Comparative analysis of the gene networks and canonical pathways dysregulated in vapers and smokers showed strikingly similar patterns in the two groups, although the extent of transcriptomic changes was more pronounced in smokers than vapers. Of significance is the preferential targeting of mitochondrial genes in both vapers and smokers, concurrent with impaired functional networks, which drive mitochondrial DNA-related disorders. Equally significant is the dysregulation of immune response genes in vapers and smokers, modulated by upstream cytokines, including members of the interleukin and interferon family, which play a crucial role in inflammation. Our findings accord with the growing evidence on the central role of mitochondria as signaling organelles involved in immunity and inflammatory response, which are fundamental to disease development.

## Introduction

Electronic cigarettes (e-cigs) are battery-operated vaporizers that simulate combustible tobacco cigarettes^1–3^. E-cigs heat a liquid and convert it into an inhalable vapor for users^4^. The liquid (e-liquid/e-juice) is a mixture of solvents (*e.g.*, propylene glycol and glycerin), flavorings, and varying concentrations of nicotine, although e-liquid with no nicotine is also available^5,6^. E-cig use is often referred to as *‘vaping’*, and e-cig users are known as ‘*vapers*’^4^. Chemical analyses of e-cig vapor have revealed the presence of some of the same toxicants and carcinogens as those found in cigarette smoke, including carbonyl compounds, volatile organic compounds, free radicals, and heavy metals, although generally at much lower levels^2,3,7^. The reduced concentrations of these chemicals in e-cig vapor are consistent with the fact that e-cigs, unlike conventional cigarettes, do not *‘burn’* tobacco to produce inhalable materials^2,7,8^. This has led to the perception that e-cig use/vaping is safe or less-harmful than cigarette smoking^9,10^. Whereas the reduced levels of toxicants and carcinogens in e-cig vapor may imply risk mitigation, they do not, however, indicate risk elimination^2,8,11^. In fact, exposure to many constituents of e-cig vapor, at various concentrations, has been associated with a variety of cardiovascular-, immune-related (inflammatory), and respiratory diseases, and cancer^1,5,7,8,12,13^. Currently, e-cig use is widespread among adolescent never-smokers and adult smokers seeking a less-harmful alternative to regular cigarettes^6,9,14^. Notwithstanding the popularity of vaping, the long-term health consequences of e-cig use are largely unknown^2,4,7^.

Adult e-cig users are likely to co-use e-cigs and combustible cigarettes (*i.e.*, dual users) or have a prior history of smoking (*i.e.*, ex-smokers)^9,14^. To investigate the biological effects of e-cig use in adults, it is, therefore, important to tease out the consequences of vaping while accounting for the confounding effects of smoking. The existing literature on the ‘potential’ health risks of vaping is often criticized by the fact that study subjects in many reports consist of adult e-cig users with current or past smoking habits, *i.e.*, dual users or vapers ex-smokers, respectively^4^. This has complicated the interpretation of the results as it is unclear whether the observed effects in e-cig users are due to: (I) persistent effects of past smoking (in former smokers) or current smoking (in dual users); (II) current vaping only; or (III) a combination of the two factors^4,9^. The present study aims to disentangle the biological effects of vaping in adult e-cig users while accounting for smoking as a potential confounder.

Recently, we have constructed the oral transcriptome in adult e-cig users and cigarette smokers as compared to non-users (non-vapers nonsmokers) by RNA-sequencing (RNA-seq) analysis^15^. We have demonstrated that vapers, similarly to smokers, display significant dysregulation of functionally important genes in oral epithelial cells, a target cell type for tobacco-related diseases^15^. The dysregulated genes and functional pathways in vapers were partly similar to, but mostly distinct from those of smokers^15^. These findings accord with the known similarities and differences in chemical composition of e-cig vapor and cigarette smoke^1,2,8^. In a follow up study, we have also shown key epigenetic changes, including hypomethylation of repetitive DNA elements and global loss of DNA hydroxymethylation, which are hallmarks of cancer and other chronic diseases^16–18^, in peripheral blood leukocytes of vapers and smokers as compared to nonsmokers^12^. Building on these findings, we have utilized RNA-seq technology in combination with bioinformatic approaches and computational modeling to segregate the biological consequences of vaping from smoking in healthy adult vapers (with and without a history of smoking) and ‘exclusive’ cigarette smokers. More specifically, we have investigated the global expression of genes and modulation of functional pathways and gene networks in peripheral blood leukocytes of vapers and smokers in comparison to control nonsmokers non-vapers (*n* = 37, 22, 23, respectively).

Using a two-pronged approach, we have first performed age- and sex-adjusted limmaVoom^19^ for differential gene expression analysis^20–22^. Subsequently, we have used ordinal sensitivity analysis^23^ to seek the association between vapers’ differentially expressed genes (DEGs) and the intensity and duration of past smoking (calculated as ‘pack year’). To confirm the consistency and robustness of our analysis, we have also performed analogous sensitivity analyses to examine the dependence of DEGs in vapers and smokers on vaping and/or smoking indices (*i.e.*, cumulative e-liquid (cum e-liq) consumption (ml) and pack year (PY)). Furthermore, we have performed single-gene validation of the expression data by reverse transcription quantitative polymerase chain reaction (RT-qPCR)^12^, and biochemical validation of vaping/smoking status by measuring plasma cotinine levels in the study subjects ^5^, using an enzyme-linked immunosorbent assay (ELISA)^15^.

## Results

### Genome-wide differential gene expression analysis: primary model

To evaluate the influence of vaping *vs*. smoking on global gene expression, we used the limmaVoom with quality weights framework^19^ to detect differential expression of genes in leukocytes of current vapers and smokers as compared to controls, while adjusting for age and sex as covariates. 

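Leukocyte RNA from 82 donors was analysed, labelled as 37 vapers, 21 smokers and 24 controls, where the paper's own numbers are 22 smokers and 23 controls. The libraries were prepared from mRNA-enriched RNA with a stranded kit and sequenced as single-end reads of 75 cycles. The authors trimmed the reads at both ends to a Phred score of at least 20 and a length of at least 25 nt, and aligned them to hg38 with STAR. They counted the reads on the genes of Gencode 27 with the expectation-maximization method of Partek. The deposited values are these estimated counts, without normalization. Of the values, 41.9% were not whole numbers, and all were rounded to whole counts. Total counts per donor ranged from 25071317 to 41792633 in controls (median 31780127), from 19979839 to 42053687 in vapers (median 34397665) and from 23559120 to 42077645 in smokers (median 35171393). The log2 total count differed from that of controls by 0.03 in vapers (permutation test, two-sided, p = 0.691) and by 0.05 in smokers (p = 0.442). Whether the counting used the strand is not given in the sources used here, so the values of antisense genes are uncertain, as are those of genes that share reads with near-identical copies.

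Genes with at least 1 CPM in at least 23 samples were kept, which left 16585 genes. They were tested with edgeR's quasi-likelihood F test after TMM normalization, with all 3 groups in 1 fit and Benjamini-Hochberg adjustment. DEGs were genes with a fold change above 1.5 and an adjusted p (FDR) below 0.1, the paper's thresholds. The donors' age and sex were not used here, so the fit has no terms for them. The authors' tool, limma voom with quality weights, was run as an alternative. On simulated counts of the same depth with 200 changed genes per group, edgeR recovered 99% of the changed genes in vapers and 97% in smokers. Each of these genes changed by 1.5 on the log2 scale, up or down. The genes varied independently and no title sets were simulated. Recovery of smaller changes, or with such structure, is therefore not known.

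The titles of the samples carry sample-sheet numbers that start again several times. By these numbers and the format of the titles, the samples were placed in 3 title sets, of which title set 1 holds some numbers 2 times and so pools at least 2 series. Title set 1 holds 22 controls, 11 vapers and 9 smokers, title set 2 holds 2 controls, 15 vapers and 9 smokers, and title set 3 holds 0 controls, 11 vapers and 3 smokers. The paper states that library construction and data acquisition were done for the groups in the same run. What the series stand for is not given in the sources used here, so the title set was used as a term in an alternative fit.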

As shown in Fig. 1A, both vapers and smokers had substantial numbers of DEGs; however, the number of DEGs in smokers was ~ 7.4 times higher than that in vapers (683 *vs*. 92; > 1.5 fold-change and FDR < 0.1). 

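At the thresholds of the paper, 543 genes were DEGs in vapers and 1840 in smokers, a ratio of 3.39 (edgeR). At an unadjusted p under 0.05, 3328 genes differed in vapers and 5610 in smokers. The smallest adjusted p in vapers was 0.0237, and 6 of these DEGs in vapers and 1586 in smokers were also past an FDR of 0.05. Among the alternatives, the title set as a term in the same edgeR fit left 0 DEGs in vapers (374 genes at an unadjusted p under 0.05) and 10 in smokers (1792 genes). No gene given here as a DEG in vapers was one in that fit, and of those named in smokers only the pseudogenes MTCO1P40, MTCO1P12 and MTND1P23 and the genes ADGRG5, KLRK1 and ITGAD were. With limma voom with quality weights and no title set term, there were 2 DEGs in vapers and 268 in smokers. The number in vapers also depended on single controls. With each of the 24 labelled controls in turn counted as a smoker, because the labels hold 1 control more and 1 smoker fewer than the paper, it ranged from 8 to 859, and the number in smokers from 1559 to 2018. In a direct comparison of smokers with vapers, 11 genes were DEGs by edgeR (1015 at an unadjusted p under 0.05), all higher in smokers, and 0 by limma voom with quality weights (1688 at an unadjusted p under 0.05).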

The DEGs in vapers consisted of 59 up-regulated (64.1%) and 33 down-regulated (35.9%) genes (Fig. 1A). 

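In vapers, 504 DEGs (92.8%) were up-regulated and 39 (7.18%) were down-regulated. All 92 genes of Supplementary Table S1 changed in the listed direction. Of them, 62 were past both thresholds over all genes tested and 72 with p-values adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The up-regulated DEG with the smallest p was MTRNR2L12 (hg38, chromosome 3, 96617188 to 96618236), a nuclear copy of MT-RNR2 with which it could share reads. Its log2 CPM was 2.75 ± 1.00 (SD, n = 24) in controls and 3.82 ± 1.97 (SD, n = 37) in vapers, with a fitted log2 fold change of 3.48 (SE 0.67, adjusted p = 0.0237, edgeR's quasi-likelihood F test), higher than the control median in 28 of 37 vapers. The fitted value follows mean counts, to which donors with high counts contribute most. The value was -0.0075 with the title set as a term, and within title set 1 it was -0.36. AC026150.2, an unprocessed pseudogene on chromosome 15, had a log2 fold change of 2.60 (SE 0.52) at the same adjusted p. The down-regulated DEG with the smallest p was ADGRG5 (chromosome 16, 57542421 to 57591681), with 5.07 ± 0.65 log2 CPM in controls and 4.48 ± 0.54 in vapers. Its log2 fold change was -0.64 (SE 0.15, adjusted p = 0.0579 from the same test), and 7 of 37 vapers were above the control median. CARMIL3 followed with -0.78 (SE 0.19, adjusted p = 0.0615), and the antisense gene AC008750.2 with -1.16 (SE 0.29) at the same adjusted p.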

In smokers, there were 471 up-regulated (69.0%) and 212 down-regulated (31.0%) genes (Fig. 1A). 

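In smokers, 1619 DEGs (88.0%) were up-regulated and 221 (12.0%) were down-regulated. Of the 683 genes of Supplementary Table S2, 681 changed in the listed direction, and 538 were past both thresholds. Adjusted over the list alone, a count that is not independent evidence for the same reason as in vapers, 550 were. The up-regulated DEG with the smallest p was ZFHX3 (hg38, chromosome 16, 72782885 to 73144447), with 3.59 ± 0.64 log2 CPM (SD, n = 24) in controls and 5.01 ± 1.46 (SD, n = 21) in smokers. Its log2 fold change was 2.21 (SE 0.33, adjusted p = 4.92e-05, edgeR's quasi-likelihood F test), and 18 of 21 smokers were above the control median. MTCO1P40 on chromosome 17 and MTCO1P12 on chromosome 1, pseudogenes of MT-CO1 with which they could share reads, had log2 fold changes of 7.55 (SE 1.17) and 5.79 (SE 0.91) at the same adjusted p. Among down-regulated DEGs, ITGAD on chromosome 16 had a log2 fold change of -2.94 (SE 0.53, adjusted p = 0.000316), which 1 library decides. With that labelled control counted as a smoker, it was 0.09. KLRK1 on chromosome 12 fell by 0.81 on the log2 scale (SE 0.15, adjusted p = 0.000484) and ADGRG5 by 0.92, a fitted value of -0.92 (SE 0.17, adjusted p = 0.000493). No smoker was above the control median for ADGRG5 (0 of 21), and 1 of 21 was for KLRK1. When the title set was a term, the MT-CO1 pseudogenes, ITGAD, KLRK1 and ADGRG5 were still past both thresholds, and ZFHX3 was not.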

Detailed lists of the DEGs in vapers and smokers, along with other relevant information, are provided in Supplementary Tables S1 and S2, respectively.

**Figure 1:**
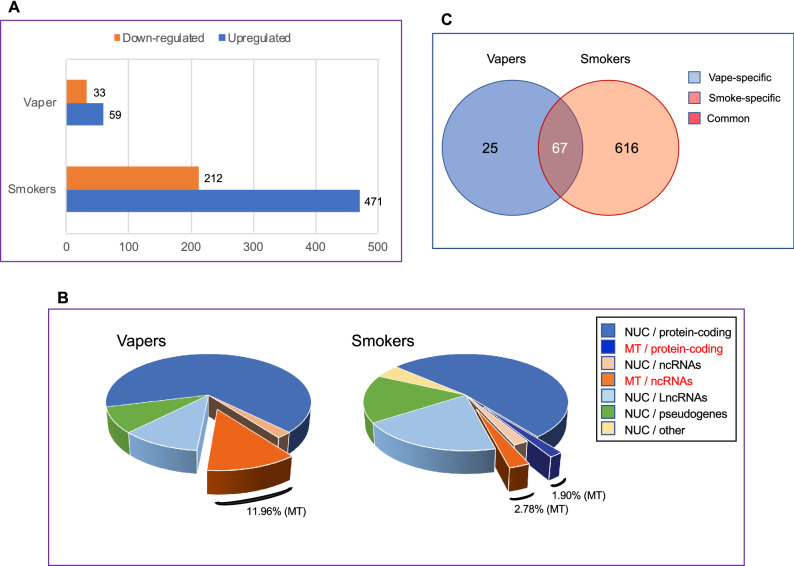
Differential expression of genes detected by RNA-seq in vapers and smokers as compared to controls. **(A)** Numbers of up-regulated and down-regulated genes in vapers and smokers are indicated (FC > 1.5 and FDR < 0.1) **(B)** Gene/transcript biotypes (based on Ensembl classification) in vapers and smokers. Percentages of mitochondrial DEGs (protein-coding and noncoding) in vapers and smokers are specified. NUC, nuclear; MT, mitochondrial. **(C)** Venn diagram of differentially expressed genes (DEGs) in vapers and smokers.

Of the 92 DEGs identified in vapers, 61 are protein-coding genes (66.3%), while the remaining 31 DEGs (33.7%) transcribe for regulatory non-coding RNAs (both short- and long non-coding RNAs) and non-functional elements, including pseudogenes (based on the GENCODE & Ensembl gene/transcript biotype classification) (Fig. 1B). In smokers, 374 of the 683 DEGs (54.8%) are protein-coding, while the remaining 309 DEGs (45.2%) belong to several classes of gene/transcript biotypes, including short non-coding RNAs (ncRNAs) (4.8%), long-non-coding RNAs (lncRNAs) (19.9%), pseudogenes (16.0%), and other elements of unknown function (4.5%) (Fig. 1B). Collectively, vapers, as compared to smokers, have an over-representation of protein-coding DEGs and an under-representation of non-protein-coding DEGs (*P* = 0.047; Yates corrected Chi-square test). 

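Of the DEGs in vapers, 316 (58.2%) were protein-coding according to the gene types in the deposited file, and of those in smokers 1153 (62.7%). The share was 4.47 percentage points lower in vapers, a difference of -4.47 (Yates corrected Chi-square test, two-sided, p = 0.0671, and Fisher's exact test, p = 0.0632). Of all genes tested, 75.9% were protein-coding. Long non-coding RNAs made up 21.0% of DEGs in vapers and 18.3% in smokers, pseudogenes 12.9% and 12.8%, and short non-coding RNAs 4.05% and 2.34%. The sign of the difference depended on the test and covariates. It was -6.48 points with DESeq2 (p = 0.00156, Yates corrected), and 20.7 points with limma voom and a sex-linked expression covariate (p = 0.00365), an alternative chosen after seeing the data in which 60 and 427 genes were DEGs. DEGs are correlated across genes, which none of these tests takes into account.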

Of significance, 12.0% of DEGs in vapers (11 out of 92) are of mitochondrial origin, including one DEG that encodes mitochondrial ribosomal RNA (MT-rRNA) and 10 DEGs that code for mitochondrial transfer RNAs (MT-tRNAs) (both classified as ncRNA sub-types). 

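In vapers, 26 DEGs (4.79%) were mitochondrial genes by the same fit, of which 14 were MT-tRNAs, 2 MT-rRNAs and 10 protein-coding genes, against 37 mitochondrial genes (0.223%) among all genes tested (Fisher's exact test across genes, two-sided, p = 8.37e-31). Mitochondrial genes are transcribed together and are not independent replicates. The log2 fold changes of the 37 genes lay between 0.24 and 1.81, with a median of 1.21. With limma voom with quality weights, 0 mitochondrial genes were DEGs (19 at an unadjusted p under 0.05). With the title set as a term in edgeR, the number was also 0 (2 at an unadjusted p under 0.05). Of the 37 genes, 10 then had higher values in vapers than in controls. The largest changes with the term were decreases in vapers, of MT-TP (-1.12, SE 0.55) and MT-TT (-1.11, SE 0.53).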

In smokers, however, 4.7% of DEGs (32 out of 683) consist of mitochondrial genes, which include 13 protein-coding genes, two MT-rRNAs, and 17 MT-tRNAs. Of these, nine are common to vapers, including one MT-rRNA and eight MT-tRNAs. 

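In smokers, all 37 mitochondrial genes were DEGs (2.01% of DEGs), that is, 13 protein-coding genes, 2 MT-rRNAs and 22 MT-tRNAs (Fisher's exact test across genes, two-sided, p = 3.37e-36). Their log2 fold changes lay between 1.36 and 2.66, with a median of 2.14. Under limma voom with quality weights 22 of them were DEGs, and 0 were with the title set as a term in edgeR (32 at an unadjusted p under 0.05). The 26 mitochondrial DEGs of vapers were all among those of smokers. In the direct comparison, the 37 genes were between 0.53 and 1.50 higher in smokers than in vapers on the log2 scale. Of them, 0 were DEGs by edgeR (smallest adjusted p = 0.253, 26 at an unadjusted p under 0.05) or by limma voom with quality weights (18 at an unadjusted p under 0.05). With the title set as a term in edgeR, 0 were DEGs in that comparison and all 37 were at an unadjusted p under 0.05.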

Although the proportion of mitochondrial DEGs in smokers is smaller than that in vapers, the absolute number of dysregulated mitochondrial genes in smokers (32) is remarkable considering that the mitochondrial genome consists of only 37 genes^24^. Of these, 13 genes are protein-coding and the remaining 24, including two MT-rRNAs and 22 MT-tRNAs, are used for the translation of those 13 polypeptides^24^. Notably, all the dysregulated mitochondrial genes (protein-coding and non-coding) in both vapers and smokers are over-expressed (Supplementary Tables S1 and S2).

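The mitochondrial share of all counts was 24.7% ± 12.3 (SD, n = 24, median 22.4%) in controls, 35.7% ± 18.3 (SD, n = 37, median 32.7%) in vapers and 46.0% ± 24.6 (SD, n = 21, median 44.9%) in smokers. On the log2 scale it was 0.50 higher in vapers than in controls (permutation test with 100000 resamples, two-sided, p = 0.0201, higher than the control median in 28 of 37 vapers) and 0.82 higher in smokers (p = 0.0024, 15 of 21 smokers). Smokers and vapers differed by 0.32 (p = 0.182), in a test that ignores the title sets. The mean share was higher in smokers than in vapers in each title set. It was 31.1% against 20.7% in title set 1, 58.4% against 42.6% in title set 2 and 53.9% against 41.1% in title set 3. This difference in share was not tested within title sets. The share also differed between title sets within vapers. It was 1.16 higher on the log2 scale in title set 2 than in title set 1 (p = 9e-05) and 1.03 higher in title set 3 than in title set 1 (p = 0.00606). Within title set 1 alone, the difference between vapers and controls was -0.26 (p = 0.373) and that between smokers and controls was 0.23 (exact permutation test, p = 0.477). With labels permuted only within title sets, the difference averaged over title sets was -0.077 in vapers (p = 0.756) and 0.40 in smokers (p = 0.166). Title set 2 holds 2 controls and title set 3 none, which leaves most of the comparison to title set 1.

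**Figure D1:**
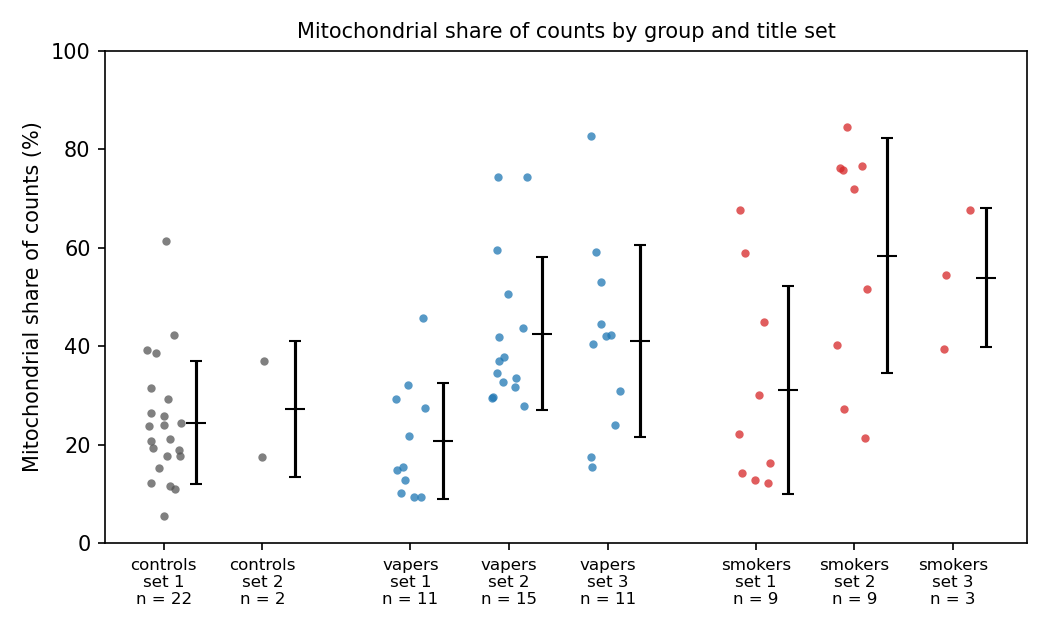
Share of counts on the 37 mitochondrial genes (%, vertical axis) for each donor (points), by group and title set (horizontal axis), with the mean ± SD beside the points. In title set 1 the mean was 24.4% in controls, 20.7% in vapers and 31.1% in smokers, and in title set 2 it was 27.2%, 42.6% and 58.4%.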

Figure 1C is a Venn diagram of the DEGs identified in vapers and smokers as compared to controls. Overall, there are three categories of DEGs in vapers and smokers as compared to controls: (1) vape-specific DEGs: genes differentially expressed in vapers only; (2) smoke-specific DEGs: genes differentially expressed in smokers only; and (3) common DEGs: genes differentially expressed in both vapers and smokers. The vape-specific DEGs account for 27.2% of all DEGs in vapers (25 out of 92 DEGs), whereas the smoke-specific DEGs comprise 90.2% of all DEGs in smokers (616 out of 683 DEGs). The common DEGs comprise 72.8% and 9.8% of all DEGs in vapers and smokers, respectively (Fig. 1C). Thus, the overwhelming majority of DEGs in vapers are common to those found in smokers. This implies that the identified DEGs in vapers, especially those common to vapers and smokers (category 3 from above), are likely due to: (I) exposure to similar chemical(s) present in both e-cig vapor and cigarette smoke; and/or (II) persistent effects of past smoking in vapers who have a history of smoking. To examine these possibilities, we have used ordinal sensitivity analysis to seek the association between DEGs in vapers (with and without a history of smoking) and indicators of *‘current’* vaping and *‘past’* smoking (cum e-liq and PY, respectively). In addition, to test the dependence of DEGs in vapers and smokers on vaping and/or smoking intensity and duration (*i.e*., dose), we performed sensitivity analysis for cum e-liq and PY in vapers, and for PY in smokers (*see*, below).

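By the same thresholds, 521 DEGs were common to vapers and smokers, 95.9% of the DEGs in vapers and 28.3% of those in smokers, and all 521 had the same direction in both groups. Of the remaining DEGs, 22 (4.05%) were past the thresholds in vapers only and 1319 (71.7%) in smokers only. A gene past the thresholds in 1 group only is not shown to differ between the groups. All 22 changed in the same direction in smokers, 5 of them with an adjusted p below 0.1 (edgeR), and 1305 of the 1319 changed in the same direction in vapers. Across the genes tested, the log2 fold changes of the 2 groups had a Pearson r of 0.89 and a Spearman rho of 0.86, with 84.7% of the genes changed in the same direction. Genes are not independent replicates, and both comparisons use the same controls, which gives a correlation with no effect at all. In simulated data with no changed gene, r lay between 0.512 and 0.533. In 100 random splits of the donors into 3 groups of the same sizes, the real one included, the median r was 0.49, and the other splits reached at most 0.80 and 11 common DEGs. Those splits ignore the title sets. When labels were shuffled within title sets, the median r was 0.73, the highest was 0.90, and the other shuffles reached up to 913 common DEGs. Of 100 shuffles, the real labels included, 3 had as large an r, and 7 as large a share of genes changed in the same direction. When vapers and smokers were each compared with a separate set of 12 controls, in 20 fits, the median r was 0.733 (0.625 to 0.805) and the median rho 0.687. In those fits vapers had between 0 and 15 DEGs and smokers between 607 and 2126, of which 0 to 2 were common. A term for the title set gave an r of 0.59 and left 0 common DEGs by edgeR. Title set 1 only, with fewer donors, gave an r of 0.24, and no r without changed genes was simulated for it. Limma voom with quality weights and no title set term gave 2 common DEGs.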

### Ordinal sensitivity analysis for differential gene expression: sensitivity model

Of the 92 DEGs in vapers identified by primary analysis, 75 (81.5%) showed concordant expression results when examined by cum e-liq sensitivity analysis (Supplementary Table S1). In contrast, none of the DEGs in vapers characterized by primary analysis, yielded differential expression results when tested by PY sensitivity analysis. Fifty three out of 67 (79.1%) DEGs common to vapers and smokers under the primary model, were consistently differentially expressed in vapers when tested by cum e-liq sensitivity analysis. Likewise, 22 out of the 25 (88.0%) vape-specific DEGs under the primary model, exhibited consistent differential expression results in vapers when analyzed by cum e-liq sensitivity model. In all cases, the DEGs in vapers, which showed concordant expression results under the two models, yielded stronger associations with vaping index in cum e-liq sensitivity analysis than in primary analysis (Supplementary Table S1). This was reflected by the smaller adjusted *P*-value (FDR) for each concordant DEG in the cum e-liq sensitivity analysis than the corresponding values in primary analysis. Furthermore, in vapers, the ‘*combined*’ adjusted *P*-values for all DEGs, vape-specific DEGs, and common DEGs, which showed concordant expression results under the primary and cum e-liq sensitivity models, were smaller under the latter model (Supplementary Table S1). In each case, the ‘*combined*’ adjusted *P*-value was calculated by averaging the *P*-values of all genes showing concordant statistically significant results in the primary and sensitivity analyses. Together, these data indicate that the vast majority of DEGs in vapers (79.1 to 88.0%) are dose-dependently associated with vaping index (cum e-liq) but not with past smoking index (PY).

To further highlight the dependence of DEGs in vapers on cumulative e-cig exposure, but not on intensity and duration of past smoking (PY), we have visualized the results of primary and cum e-liq- and PY sensitivity analyses for several randomly selected target genes. Figure 2 shows the visualization results for six vape-specific DEGs (upper panel) and six common DEGs (lower panel) in vapers *vs*. controls, as determined by primary and cum e-liq- and PY sensitivity analyses. 

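In the primary comparison of vapers with controls, each of these genes was past both thresholds, with log2 fold changes from 0.84 to 1.81. CALD1 (hg38, chromosome 7, 134744252 to 134970728) had 0.85 ± 1.12 log2 CPM (SD, n = 24) in controls and 2.12 ± 1.28 (SD, n = 37) in vapers, a log2 fold change of 1.48 (SE 0.35, adjusted p = 0.0579, edgeR's quasi-likelihood F test), and 28 of 37 vapers were above the control median. For PARVB, on chromosome 22, the change was 0.84 (SE 0.19) at the same adjusted p, with 31 of 37 vapers above the control median. TPM1 on chromosome 15 and OST4 on chromosome 2 had changes of 0.96 (SE 0.26) and 0.90 (SE 0.23, adjusted p = 0.0615 for both), and LIPC on chromosome 15 a change of 1.03 (SE 0.31, adjusted p = 0.0699). The platelet genes PF4 and PPBP, which lie beside each other on chromosome 4, had changes of 1.25 (SE 0.36, adjusted p = 0.0641) and 1.41 (SE 0.38, adjusted p = 0.0615). Among the MT-tRNAs, MT-TR (mitochondrial genome, 10405 to 10469) had -1.10 ± 1.30 log2 CPM in controls and 0.02 ± 1.54 in vapers, a change of 1.48 (SE 0.47, adjusted p = 0.0769). MT-TK and MT-TM both had a change of 1.81 (SE 0.49), MT-TQ of 1.66 (SE 0.48) and MT-TI of 1.50 (SE 0.44). In title set 1 alone, the direction was the opposite for MT-TR (-0.065), MT-TK (-0.21), MT-TM (-0.19) and MT-TI (-0.10). The SEs of these values were from 0.53 to 0.59, so no decrease is shown. All genes named here were also past both thresholds in smokers. None was in vapers with the title set as a term, where CALD1 had a change of 0.86 and PARVB of 0.58 (adjusted p = 1 for both). Cumulative e-liquid consumption and pack years of the donors were not used here.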

In all cases, the target genes showed concordant statistically significant differential expression results in primary and cum e-liq sensitivity analyses, but not in PY sensitivity analysis. The associations between differential expression of the target genes and vaping index were stronger in cum e-liq sensitivity analysis than in primary analysis, as reflected by the lower FDR (Fig. 2).

**Figure 2:**
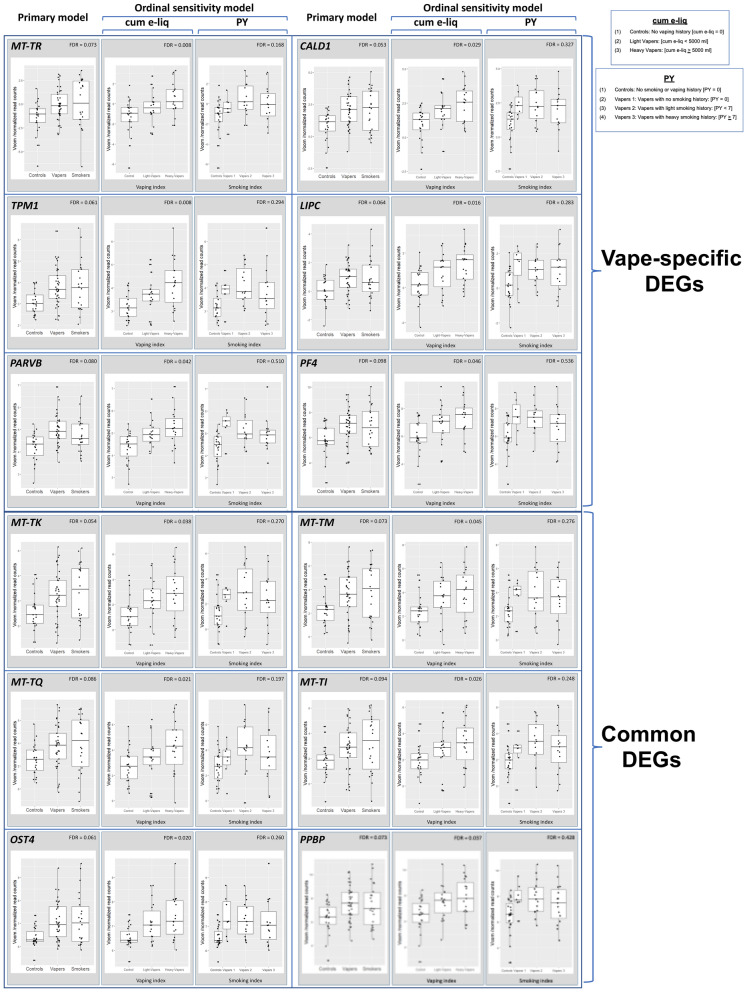
Visualization of the results of primary and ordinal sensitivity analyses—Vaping. Gene expression results for six vape-specific DEGs (upper panel) and six common DEGs (lower panel), as determined by primary and cum e-liq- and PY sensitivity analyses, are shown. Concordant statistically significant differential expression results for target genes in primary and cum e-liq sensitivity analyses, but not in PY sensitivity analysis, indicates that e-cig use, but not past smoking, is significantly associated with gene dysregulation in vapers. In the cum e-liq model, vapers were divided in two categories, including Light vapers [cum e-liq < 5000 ml], and Heavy vapers [cum e-liq ≥ 5000 ml], with Controls who had no vaping history. In the PY sensitivity model, vapers were stratified into three categories, including Vaper 1: No smoking history [PY = 0]; Vaper 2: Light smoking history [PY < 7]; and Vaper 3: Heavy smoking history [PY ≥ 7], with Controls who had no smoking or vaping history. Distribution of data within each group is shown by a combination of scatter plots (to display individual values) and box and whisker plots (to highlight the minimum, first quartile, median, third quartile, and maximum values as well as outlier(s) (if any)). In the scatter plots, identical values are overlaid and presented as a single circle (‘°’). In the box and whisker plots, the *‘lower’* and *‘upper’* edges of boxes represent the 1st and 3rd quartiles, respectively (25 and 75 percentiles, resp.). Horizontal lines within the boxes represent the medians (2nd quartile or 50 percentile). The *‘lower’* and *‘upper’* vertical lines extending from the boxes, also known as “whiskers”, represent the lowest and highest data points, respectively, excluding any outliers (minimum and maximum values, resp.).

Furthermore, we performed PY sensitivity analysis to assess the relationship between DEGs in smokers and smoking dose. Of the 683 DEGs in smokers identified by primary analysis, 218 (31.9%) showed concordant statistically significant differential expression results in PY sensitivity analysis (Supplementary Table S2). One hundred and ninety-four out of 616 (31.5%) smoke-specific DEGs under the primary model, were consistently differentially expressed in smokers when tested by PY sensitivity analysis. Also, 24 out of the 67 (35.8%) common DEGs under the primary model, showed consistent differential expression results under PY sensitivity model (*see*, “Discussion”) (Supplementary Table S2). 

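In the primary comparison of smokers with controls, MT-TL1 (hg38, mitochondrial genome, 3230 to 3304) had 3.98 ± 1.04 log2 CPM (SD, n = 24) in controls and 5.73 ± 1.82 (SD, n = 21) in smokers. Its log2 fold change was 2.29 (SE 0.43, adjusted p = 0.000484, edgeR's quasi-likelihood F test), and 16 of 21 smokers were above the control median. MT-ND2 had a change of 2.13 (SE 0.42, adjusted p = 0.000743) and MT-ND6 of 2.08 (SE 0.41, adjusted p = 0.000683). TSHZ2 on chromosome 20 and SVIP on chromosome 11 were up-regulated by 1.17 (SE 0.27, adjusted p = 0.00212) and 0.89 (SE 0.19, adjusted p = 0.00134) on the log2 scale. TBX21 (chromosome 17, 47733244 to 47746119) had 6.42 ± 0.53 log2 CPM in controls and 5.55 ± 0.71 in smokers, a change of -0.82 (SE 0.18, adjusted p = 0.00134), with 2 of 21 smokers above the control median. OSBPL5 on chromosome 11 had a change of -0.60 (SE 0.16, adjusted p = 0.00765), GZMH on chromosome 14 of -1.09 (SE 0.28, adjusted p = 0.00517) and PRF1 on chromosome 10 of -0.87 (SE 0.23, adjusted p = 0.00581). ASCL2 on chromosome 11 had a change of -0.69 (SE 0.24, adjusted p = 0.0347). APMAP on chromosome 20 changed by -0.49 (SE 0.14, adjusted p = 0.00939), past the FDR threshold but below the minimum fold change. With the expression of cytotoxic lymphocyte and platelet marker genes as covariates, the values of PRF1 (0.048), itself 1 of the marker genes, ASCL2 (0.0045) and APMAP (0.021) had the opposite sign. Each was within 1 SE of 0, so no increase is shown. Under a term for the title set, these genes were not past the thresholds, with an adjusted p of 0.325 for MT-TL1, 0.32 for TSHZ2, 0.359 for SVIP, 0.127 for TBX21 and 0.223 for GZMH. Pack years of the donors were not used here.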

Figure 3 displays the concordance of gene expression results for six smoke-specific DEGs (upper panel) and six common DEGs (lower panel) in smokers *vs*. controls, as determined by primary and PY sensitivity analyses.

**Figure 3:**
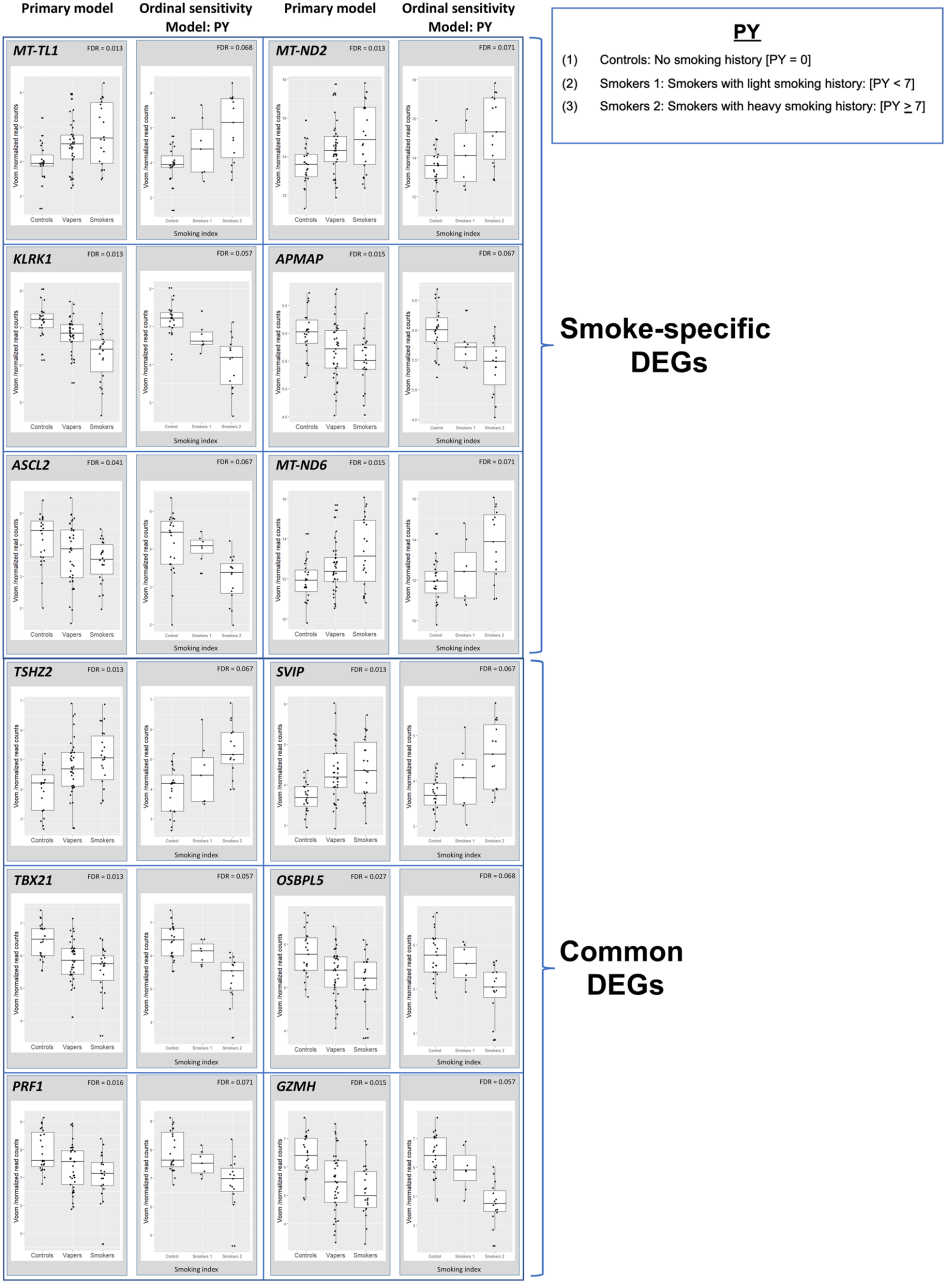
Visualization of the results of primary and ordinal sensitivity analyses—Smoking. Gene expression results for six smoke-specific DEGs (upper panel) and six common DEGs (lower panel), as determined by primary and PY sensitivity analyses, are shown. Concordant statistically significant differential expression results for target genes in primary and PY sensitivity analyses indicates that smoking dose (*i.e.*, intensity and duration of smoking) is significantly associated with gene dysregulation in smokers. In the PY sensitivity model, smokers were divided in two categories, including Light smokers [Smokers 1: PY < 7], and Heavy smokers [Smokers 2: PY ≥ 7] in comparison to Controls [No smoking history: PY = 0] (*see*, also legend for Fig. 2).

### Molecular pathway and functional network analyses

We used the Ingenuity Pathway Analysis (IPA) to obtain detailed information from the gene lists generated by RNA-seq in vapers and smokers as compared to controls. Of the 92 aberrantly expressed transcripts in vapers, 81 (88.0%) mapped to known IDs, while 523 out of the 683 dysregulated transcripts in smokers (76.6%) had an assigned ID. The ‘Comparison Analysis tool’ in IPA was utilized to identify biological trends or functional similarities and differences in DEGs between vapers and smokers.

As shown in Fig. 4A, the ‘*C–C Motif Chemokine Receptor 5 (CCR5) signaling of macrophages*’ was the most affected pathway in vapers, suggesting an interplay between vaping and the inflammatory response (*P* = 2.15E-04). CCR5 is a 41-kDa cell surface G protein-coupled receptor expressed in lymphoid organs, such as thymus and spleen, as well as in peripheral blood leukocytes, specifically T cells, and macrophages^25,26^. Upon interaction with multiple ligands, including the cognate ligands CCL3/MIP1α and CCL4/ MIP1β (transcriptionally down regulated in vapers in our dataset), CCR5 regulates leukocyte chemotaxis in inflammation^25,26^. 

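CCL3 and CCL4 lie near each other on chromosome 17 of hg38 (36088256 to 36090169 and 36103590 to 36105621). CCL3 had 3.56 ± 0.90 log2 CPM (SD, n = 24) in controls and 2.93 ± 0.88 (SD, n = 37) in vapers, a log2 fold change of -0.62 (SE 0.27) that was not past the FDR threshold (adjusted p = 0.185, edgeR's quasi-likelihood F test), and 7 of 37 vapers were above the control median. CCL4 had 3.98 ± 0.79 log2 CPM in controls and 3.32 ± 0.81 in vapers. Its change of -0.66 (SE 0.20, adjusted p = 0.0752) was past both thresholds, with 11 of 37 vapers above the control median. GNG11 on chromosome 7, a G protein subunit gene that is also abundant in platelets, had a change of 1.29 (SE 0.38, adjusted p = 0.0656) and was above the control median in 29 of 37 vapers. The title set as a term gave changes of -0.51 for CCL4 and 0.85 for GNG11, with an adjusted p of 1 for both.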

Based on IPA prediction analysis, CCR5 signaling activity is reduced in vapers (Fig. 4B). 

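The 13 mitochondrial protein-coding genes were all past both thresholds in smokers, with log2 fold changes from 1.73 to 2.27 and adjusted p-values from 0.000429 to 0.00307 (edgeR's quasi-likelihood F test). The largest change was that of MT-ND5 (hg38, mitochondrial genome, 12337 to 14148), from 13.55 ± 1.00 log2 CPM (SD, n = 24) in controls to 15.23 ± 1.81 (SD, n = 21) in smokers (SE of the change 0.42, 16 of 21 smokers above the control median). MT-CO1, the most abundant of them, changed by 2.08 (SE 0.42, adjusted p = 0.000838), MT-CYB by 2.06 (SE 0.42) and MT-ATP6 by 2.00 (SE 0.41, adjusted p = 0.00113). In vapers, the changes of the 13 genes ranged from 0.91 to 1.23, with adjusted p-values from 0.0732 to 0.147, and 10 of them were past both thresholds. No mitochondrial gene was past the thresholds in either group with the title set as a term.

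**Figure D2:**
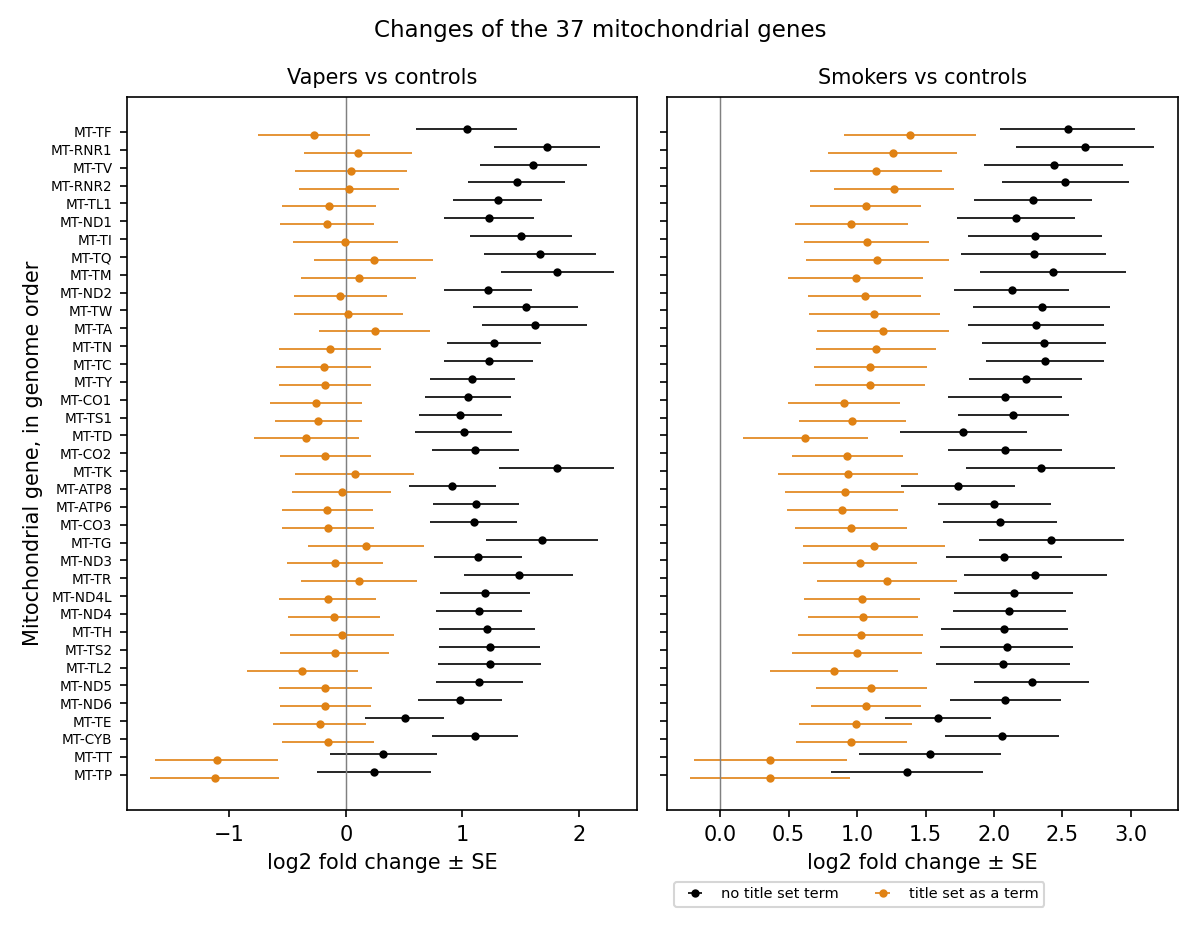
Log2 fold change ± SE (horizontal axis) of the 37 mitochondrial genes in genome order (vertical axis), in vapers (left) and smokers (right) against controls, without (black) and with (orange) the title set as a term. The median over the genes was 1.21 without and -0.15 with the term in vapers, and 2.14 without and 1.04 with it in smokers.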

In smokers, the ‘*oxidative phosphorylation*’ (OXPHOS) metabolic pathway was greatly dysregulated, affecting 11 of the 13 mitochondrial protein-coding genes (84.6%) (Fig. 4A). These genes encode protein subunits of the enzyme complexes of the oxidative phosphorylation system, which enables mitochondria to act as the powerhouses of our cells^24^. The affected genes express six subunits of the respiratory chain complex I (ND1, ND2, ND3, ND4, ND4L, and ND5), one subunit of complex III (Cyt b), three subunits of complex IV (CO1, CO2, CO3), and one subunit of complex V (ATP6) (*P* = 2.80E−06) (Fig. 4C). The observed increase in MT-gene expression in both smokers and vapers suggests induction of mitochondrial dysfunction and damage in these groups. This may represent a feedback response mechanism in smokers and vapers whereby increased production of proteins involved in the respiratory chain counteracts mitochondrial functional failure (*see*, below).

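As sets, mitochondrial genes were higher in both groups by fry, a rotation gene set test (two-sided, Benjamini-Hochberg over 12 sets and both comparisons). In vapers, the adjusted p was 0.0448 for the protein-coding genes (median log2 fold change 1.11, mean expression above the control median in 28 of 37 vapers), 0.0265 for the MT-tRNAs (median 1.25, 29 of 37) and 0.0123 for the MT-rRNAs (median 1.59, 29 of 37). For smokers it was 0.00186, 0.00218 and 0.00156 in the same order, with the mean expression of each set above the control median in 16 of 21 smokers. No set passed an adjusted p of 0.05 in either group when camera was used with the correlation between genes estimated from the data (smallest adjusted p = 0.148). With the title set as a term, the MT sets were not past it by fry either (adjusted p of at least 0.736 in vapers and from 0.171 to 0.221 in smokers), and the direction of the protein-coding and MT-tRNA sets in vapers was the opposite. In smokers against vapers with that term, the adjusted p was 0.0208, 0.036 and 0.0367 by fry, and without it no MT set was past 0.05. From the increase in mitochondrial gene expression in both groups, the paper proposes that mitochondrial dysfunction and damage are induced in smokers and vapers.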

**Figure 4:**
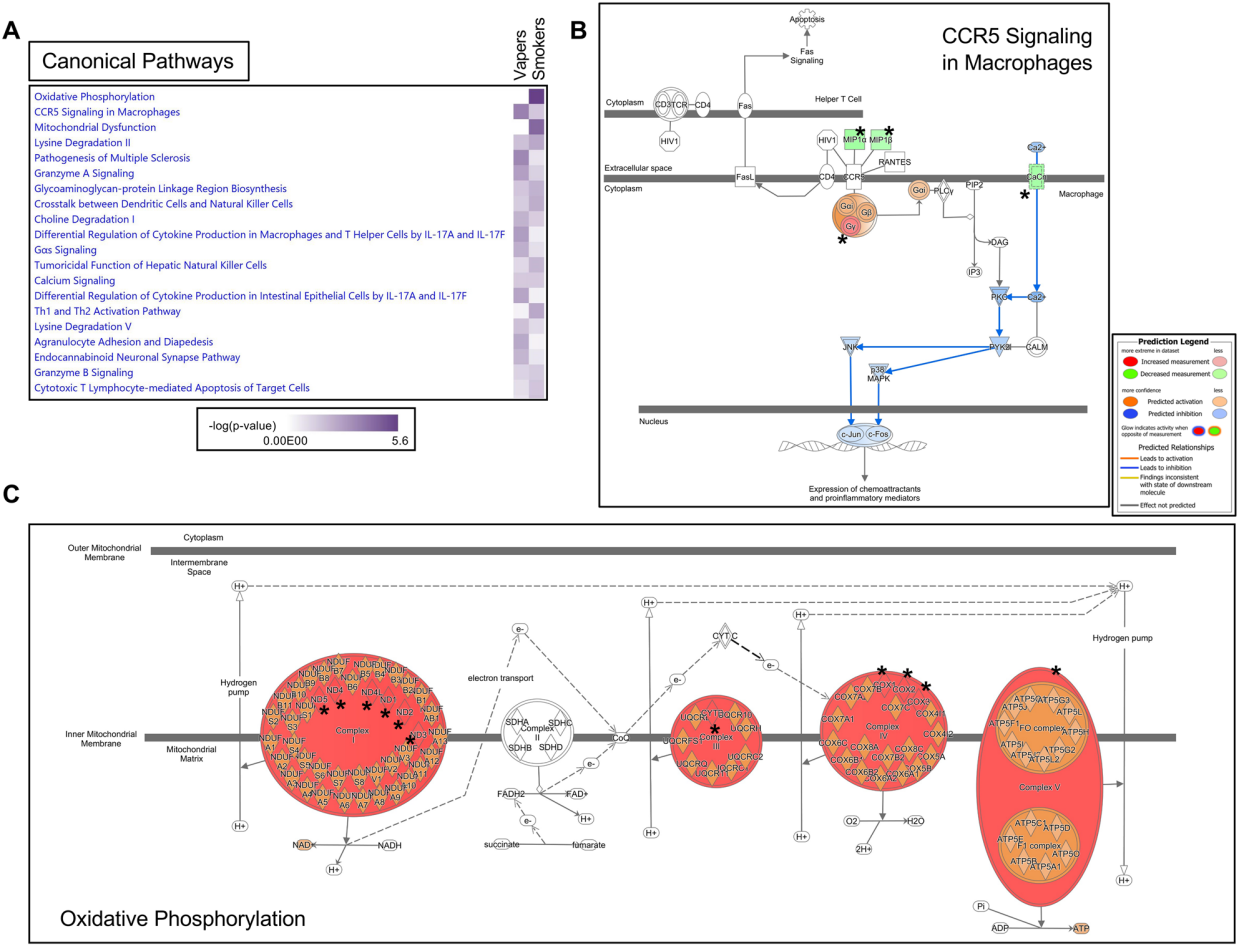
Canonical pathway analysis of differentially expressed genes in vapers and smokers by IPA. **(A)** Comparison Analysis was used to identify trends or similarities and differences across the datasets. The heatmap shows the top twenty canonical pathways impacted in vapers and smokers (based on *P*-value), allowing a direct comparison between the two groups. **(B)** The ‘*CCR5 signaling in macrophages*’ pathway was the top dysregulated pathway in vapers (*P* = 2.15E−04). Affected molecules include CACNA2D2, CCL3/MIP1α, CCL4/MIP1β, and GNG11. **(C)** The ‘*Oxidative phosphorylation*’ pathway was the top disrupted pathway in smokers (*P* = 2.80E−06). Affected molecules include ND1, ND2, ND3, ND4, ND4L, and ND5 (Complex I), Cyt b (Complex III), CO1, CO2, and CO3 (Complex IV), and ATP6 (Complex V). In both cases, Molecule Activity Predictor (MAP) analysis was used to predict how up-regulated and down-regulated genes in the datasets (red and green nodes, respectively) can affect the activity of other molecules on the pathway. For clarity, the affected genes are indicated by asterisks in the two pathways. Orange nodes, prediction of activation; blue nodes, prediction of inhibition.

Consistent with the high representation of mitochondrial DEGs in both vapers and smokers (Fig. 1B and Supplementary Tables S1 and S2), the top affected functional networks in both groups (Fig. 5A,B) are highly enriched in mitochondrial genes and significantly associated with mitochondrial DNA-related disorders (Table 1). 

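Among the mitochondrial genes of these networks, MT-RNR1 (hg38, mitochondrial genome, 648 to 1601) had 12.61 ± 1.21 log2 CPM (SD, n = 24) in controls, 14.01 ± 1.68 (SD, n = 37) in vapers and 14.58 ± 2.24 (SD, n = 21) in smokers. Its log2 fold change was 1.72 in vapers (SE 0.45, adjusted p = 0.0615, edgeR's quasi-likelihood F test, 29 of 37 vapers above the control median) and 2.66 in smokers (SE 0.51, adjusted p = 0.000493, 16 of 21 smokers). MT-TL2 had a change of 1.24 in vapers (SE 0.44), which was not past the FDR threshold (adjusted p = 0.107). Within title set 1, the change in vapers was -0.11 for MT-RNR1 and -0.77 for MT-TL2. In smokers, MT-RNR2 had a change of 2.52 (SE 0.46, adjusted p = 0.000396) and MT-CO3 of 2.04 (SE 0.42, adjusted p = 0.000976).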

Based on IPA toxicity analysis, both vaping and smoking are linked to ‘*increased depolarization and damage of the mitochondria*’, likely through dysregulation of nuclear genes/proteins involved in maintaining physiological membrane potential (CACNA2D2 and GZMH in vapers, *P* = 1.42E−03; CACNA2D2, FASLG, GZMB, and GZMH in smokers, *P* = 2.16E−04) (Fig. 5C). 

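CACNA2D2 (hg38, chromosome 3, 50362799 to 50504244) had 3.63 ± 0.63 log2 CPM (SD, n = 24) in controls, 3.00 ± 0.69 (SD, n = 37) in vapers and 2.63 ± 0.69 (SD, n = 21) in smokers. Its log2 fold change was -0.61 in vapers (SE 0.17, adjusted p = 0.0641, edgeR's quasi-likelihood F test, 10 of 37 above the control median) and -0.97 in smokers (SE 0.20, adjusted p = 0.00121, 3 of 21). GZMH had a change of -0.65 in vapers (SE 0.24) that was not past the FDR threshold (adjusted p = 0.112, 8 of 37 above the control median). In smokers, FASLG on chromosome 1 had a change of -1.15 (SE 0.33, adjusted p = 0.012, 4 of 21 above the control median) and GZMB on chromosome 14 of -0.80 (SE 0.25, adjusted p = 0.0168, 4 of 21). GZMB and GZMH are also among the 15 marker genes of cytotoxic lymphocytes used here. With the marker genes of these cells and of platelets as covariates, the value of GZMB was 0.22. In smokers, the adjusted p with the title set as a term was 0.126 for CACNA2D2, 0.311 for FASLG and 0.331 for GZMB, and in vapers it was 1 for CACNA2D2.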

The transmembrane potential of the mitochondria (∆Ψ_m_) is generated by proton pumps (Complexes I-IV) and represents an essential component in the process of energy storage (through ATP synthesis) during oxidative phosphorylation. Besides its importance in energy production, ΔΨ_m_ also determines the viability of mitochondria, thus allowing elimination of dysfunctional mitochondria by the cells. ΔΨ_m_ is also a driving force for the transport of charged compounds, some of which are essential for mitochondrial viability. Therefore, maintaining normal ∆Ψ_m_ values is crucial for cell homeostasis^27^.

**Figure 5:**
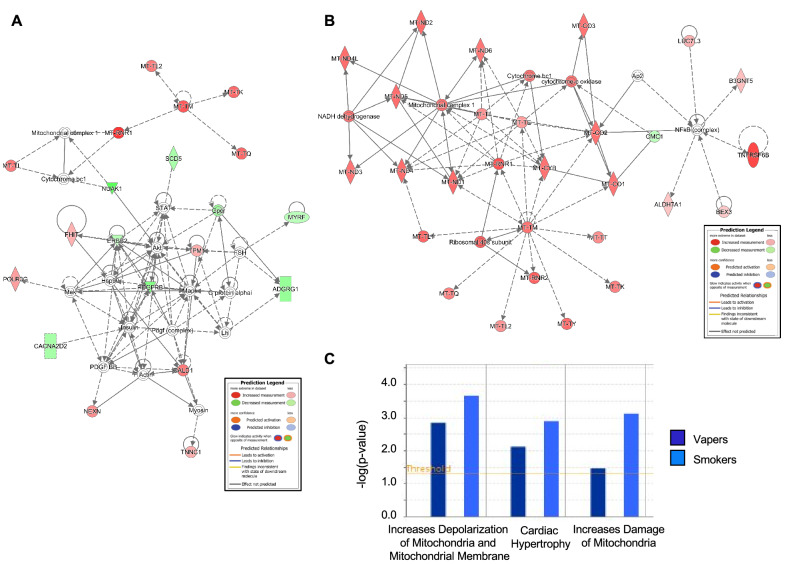
Gene networks and toxicity functions analysis of differentially expressed genes in vapers and smokers by IPA. The top functional networks impacted in **(A)** vapers and **(B)** smokers show high enrichment of mitochondrial genes. Red and green nodes represent up-regulated and down-regulated DEGs, respectively. White nodes show molecules that are not included in the datasets but interact with other components of the network. Solid line, direct interaction; dashed line, indirect interaction. **(C)** The IPA-Tox analysis tool was used to catalogue sets of molecules in the list of DEGs that were known to be involved in a particular type of toxicity or phenotype. Major toxic effects associated with DEGs in vapers (dark blue) and smokers (light blue) include increased depolarization of the mitochondrial membrane and damage of the mitochondria.

**Table 1:** Top 10 diseases and functions associated with the top disrupted networks in vapers and smokers, respectively, as illustrated in Fig. 5A,B.

	Categories	Diseases or functions annotation	*P*-value	Molecules	# Molecules
Vapers	Hereditary disorder, metabolic disease, neurological disease, organismal injury and abnormalities, psychological disorders, skeletal and muscular disorders	MELAS syndrome	4.71E-13	MT-TI, MT-TK, MT-TL2, MT-TM, MT-TQ	5
	Metabolic disease, organismal injury and abnormalities	Mitochondrial DNA-related disorder	5.05E-12	Mitochondrial complex 1, MT-RNR1, MT-TI, MT-TK, MT-TL2, MT-TM, MT-TQ	7
	Gene expression	Elongation of mRNA	6.67E-12	MT-TI, MT-TK, MT-TL2, MT-TM, MT-TQ	5
	Metabolic disease, neurological disease, organismal injury and abnormalities, skeletal and muscular disorders	Mitochondrial cytopathy	6.43E-09	Mitochondrial complex 1, MT-TI, MT-TK, MT-TL2, MT-TM, MT-TQ	6
	Hereditary disorder, organismal injury and abnormalities, skeletal and muscular disorders	Hereditary myopathy	9.99E-09	CALD1, MT-RNR1, MT-TI, MT-TK, MT-TL2, MT-TM, MT-TQ, NEXN, TNNC1, TPM1	10
	Protein synthesis	Elongation of protein	2.96E-08	Insulin, MT-TI, MT-TK, MT-TL2, MT-TM, MT-TQ	6
	Metabolic disease, organismal injury and abnormalities	Mitochondrial disorder	4.62E-08	Cytochrome bc1, Mitochondrial complex 1, MT-RNR1, MT-TI, MT-TK, MT-TL2, MT-TM, MT-TQ	8
	Gene expression, protein synthesis	Translation of mRNA	7.27E-08	MT-RNR1, MT-TI, MT-TK, MT-TL2, MT-TM, MT-TQ	6
	Cardiovascular disease, hereditary disorder, organismal injury and abnormalities, skeletal and muscular disorders	Familial cardiomyopathy	6.76E-07	MT-RNR1, MT-TI, NEXN, TNNC1, TPM1	5
	Cardiovascular disease, organismal injury and abnormalities, skeletal and muscular disorders	Nonischemic cardiomyopathy	8.84E-07	MT-RNR1, MT-TI, NEXN, TNNC1, TPM1	5
Smokers	Metabolic disease, organismal injury and abnormalities	Mitochondrial DNA-related disorder	5.52E-50	Mitochondrial complex 1, MT-CO1, MT-CO2, MT-CO3, MT-CYB, MT-ND1, MT-ND2, MT-ND3, MT-ND4, MT-ND4L, MT-ND5, MT-ND6, MT-RNR1, MT-TE, MT-TI, MT-TK, MT-TL1, MT-TL2, MT-TM, MT-TQ, MT-TT, MT-TY	22
	Metabolic disease, neurological disease, organismal injury and abnormalities, skeletal and muscular disorders	Mitochondrial leukoencephalopathy	4.13E-47	MT-CO1, MT-CO2, MT-CO3, MT-CYB, MT-ND1, MT-ND2, MT-ND3, MT-ND4, MT-ND4L, MT-ND5, MT-ND6, MT-TE, MT-TI, MT-TK, MT-TL1, MT-TL2, MT-TM, MT-TQ, MT-TT, MT-TY	20
	Metabolic disease, neurological disease, organismal injury and abnormalities, skeletal and muscular disorders	Mitochondrial cytopathy	2.13E-43	Mitochondrial complex 1, MT-CO1, MT-CO2, MT-CO3, MT-CYB, MT-ND1, MT-ND2, MT-ND3, MT-ND4, MT-ND4L, MT-ND5, MT-ND6, MT-TE, MT-TI, MT-TK, MT-TL1, MT-TL2, MT-TM, MT-TQ, MT-TT, MT-TY	21
	Hereditary disorder, metabolic disease, neurological disease, organismal injury and abnormalities, psychological disorders, skeletal and muscular disorders	MELAS syndrome	1.3E-39	MT-CO1, MT-ND1, MT-ND4, MT-ND5, MT-ND6, MT-TE, MT-TI, MT-TK, MT-TL1, MT-TL2, MT-TM, MT-TQ, MT-TT, MT-TY	14
	Neurological disease, organismal injury and abnormalities	Leukoencephalopathy	1.31E-38	ALDH7A1, MT-CO1, MT-CO2, MT-CO3, MT-CYB, MT-ND1, MT-ND2, MT-ND3, MT-ND4, MT-ND4L, MT-ND5, MT-ND6, MT-TE, MT-TI, MT-TK, MT-TL1, MT-TL2, MT-TM, MT-TQ, MT-TT, MT-TY	21
	Metabolic disease, organismal injury and abnormalities	Mitochondrial disorder	9.42E-36	Cytochrome bc1, Mitochondrial complex 1, MT-CO1, MT-CO2, MT-CO3, MT-CYB, MT-ND1, MT-ND2, MT-ND3, MT-ND4, MT-ND4L, MT-ND5, MT-ND6, MT-RNR1, MT-TE, MT-TI, MT-TK, MT-TL1, MT-TL2, MT-TM, MT-TQ, MT-TT, MT-TY	23
	Developmental disorder, hereditary disorder, metabolic disease, neurological disease, ophthalmic disease, organismal injury and abnormalities, skeletal and muscular disorders	Leber optic atrophy	5.73E-30	Mitochondrial complex 1, MT-CO1, MT-CO3, MT-CYB, MT-ND1, MT-ND2, MT-ND3, MT-ND4, MT-ND4L, MT-ND5, MT-ND6, MT-TL1	12
	Hereditary disorder, metabolic disease, neurological disease, organismal injury and abnormalities, skeletal and muscular disorders	Leigh syndrome	1.31E-28	MT-CO1, MT-CO2, MT-CO3, MT-CYB, MT-ND1, MT-ND2, MT-ND3, MT-ND4, MT-ND4L, MT-ND5, MT-ND6, MT-TK, MT-TL1	13
	Developmental disorder, hereditary disorder, metabolic disease, organismal injury and abnormalities	Mitochondrial respiratory chain deficiency	5.23E-24	MT-CO1, MT-CO2, MT-CO3, MT-CYB, MT-ND1, MT-ND2, MT-ND3, MT-ND4, MT-ND5, MT-ND6, MT-TE, MT-TL1, MT-TY	13
	Hereditary disorder, organismal injury and abnormalities, skeletal and muscular disorders	Hereditary myopathy	1.21E-21	MT-CO1, MT-CO2, MT-CO3, MT-CYB, MT-ND1, MT-ND2, MT-ND3, MT-ND4, MT-ND4L, MT-ND5, MT-ND6, MT-RNR1, MT-TE, MT-TI, MT-TK, MT-TL1, MT-TL2, MT-TM, MT-TQ, MT-TT, MT-TY	21

Comparison Analysis in IPA was further employed to identify upstream regulators, including transcription factors and chemicals, that were predicted to be activated or inhibited based on the expression status of DEGs in the two datasets. Figure 6A shows the top 25 upstream regulators that are likely to modulate the expression of genes impacted in vapers and smokers, respectively. While there are remarkably similar trends in modulation of DEGs in vapers and smokers, the number of downstream effectors varies between the two groups (Fig. 6B,C). Common master molecules include members of a large class of proteins known as cytokines (IL-2, IL-21, IL-12, IFN-α, IL-18, etc.), which play a crucial role in innate immunity and inflammation (Fig. 6A)^28–30^. Based on the activation *z*-score (Fig. 6A), all cytokines in the list are predicted to be inhibited in both vapers and smokers, although the number of affected downstream molecules differs between the two groups. For instance, interleukin 2 (IL-2), the top master regulator, is likely to influence the expression of 6 downstream targets in vapers and 25 targets in smokers, most likely leading to ‘*inhibition of T-lymphocytes response*’ (Fig. 6B,C).

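Of the genes drawn as downstream targets in vapers, TBX21 had a log2 fold change of -0.53 (SE 0.15, adjusted p = 0.0641, edgeR's quasi-likelihood F test) and ADCY9 of -0.41 (SE 0.13, adjusted p = 0.0832), both past the FDR threshold but below the minimum fold change. GZMA and PRF1 each had a change of -0.50 (SE 0.18 and 0.19) and were not past the FDR threshold (adjusted p = 0.111 and 0.131). In smokers, CX3CR1 was among those that decreased (hg38, chromosome 3, 39263494 to 39281735), with 5.55 ± 0.98 log2 CPM (SD, n = 24) in controls and 4.67 ± 0.87 (SD, n = 21) in smokers, a change of -0.93 (SE 0.32, adjusted p = 0.0324, 3 of 21 above the control median). CCL4 had a change of -0.81 (SE 0.24, adjusted p = 0.0136), GZMA of -0.75 (SE 0.21, adjusted p = 0.0096) and IL2RB of -0.63 (SE 0.23, adjusted p = 0.0454). FCGR3A and FCGR3B, paralogs that could share reads, changed in opposite directions, by -0.76 (SE 0.23) and 1.19 (SE 0.37). NRGN, RPS6KA5 and TNFRSF13B were up-regulated by 1.58, 1.56 and 0.90 on the log2 scale. As a set, the 15 cytotoxic lymphocyte marker genes had a median change of -0.42 in vapers (fry, two-sided, adjusted p = 0.0134, mean expression below the control median in 24 of 37 vapers) and -0.82 in smokers (adjusted p = 0.00156, 17 of 21 smokers). Of these 15 genes, 12 are in the study's own tables from the same samples. The tables were seen before the list was written, so the set is not independent evidence. Under the title set term, the adjusted p was 0.358 in vapers and 0.024 in smokers for the set, and 0.398 in smokers for CX3CR1 alone. With the marker genes as covariates, CX3CR1 (0.039), itself 1 of them, GZMA (0.029) and IL2RB (0.15) had the opposite sign in smokers. Each was within 1 SE of 0, so no increase is shown.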

**Figure 6:**
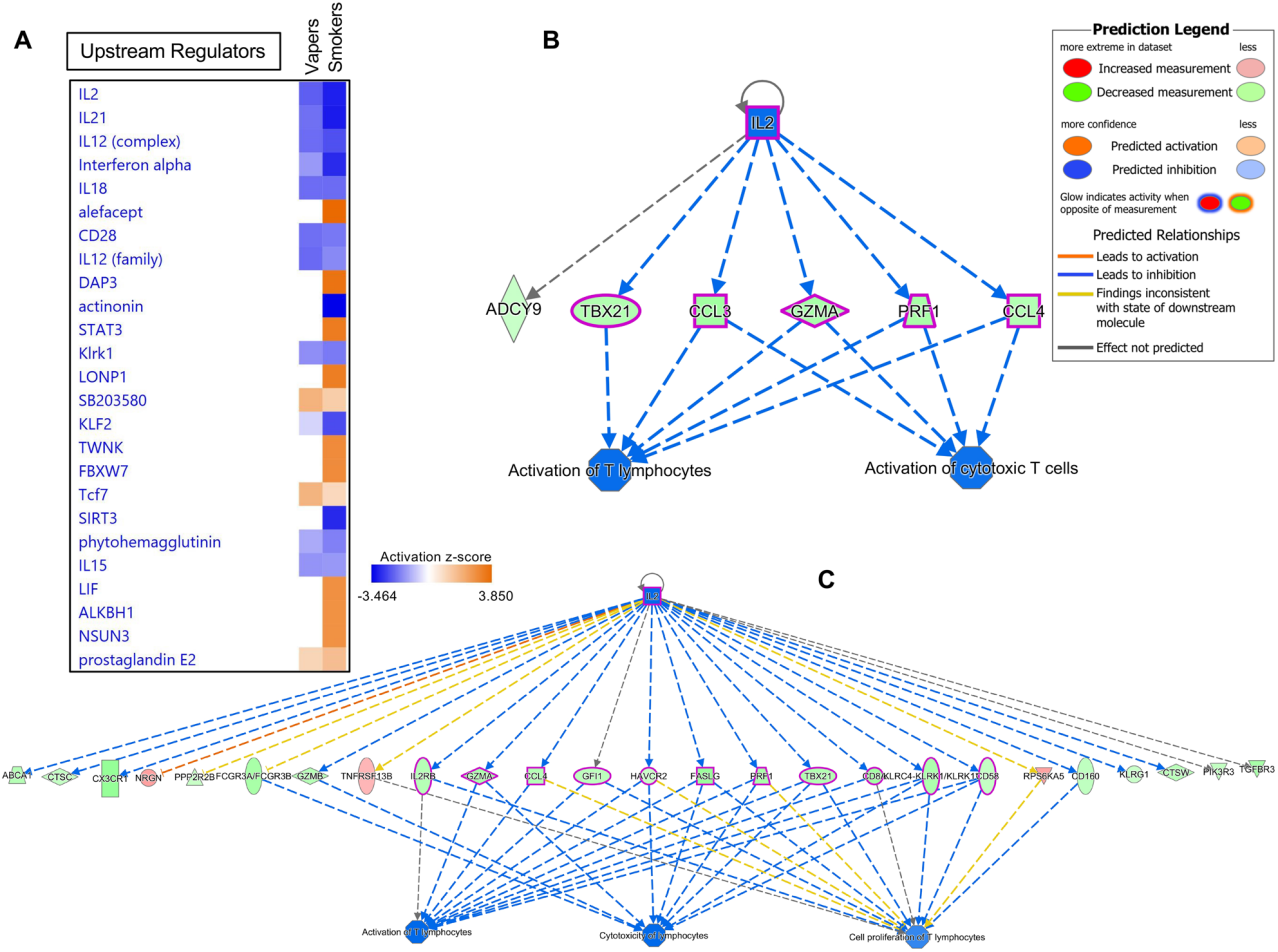
Upstream Regulator Analysis of differentially expressed genes in vapers and smokers. The IPA Upstream Regulator Analysis was used to identify upstream regulators that are likely to account for the aberrant expression of genes identified in vapers and smokers. **(A)** The Upstream Regulator Heat Map for the top 25 upstream regulators is shown. Orange squares indicate predicted increase in regulator’s activity, whereas blue squares indicate predicted decrease in activity. Of interest, the most significant upstream regulators identified in both vapers and smokers are members of a large class of proteins known as cytokines (IL2, IL21, IL12, IFNα, IL18, etc.), which play a crucial role in innate immunity and inflammation. Based on the activation *z*-score, all cytokines in the list are predicted to be inhibited in both vapers and smokers, although the number of affected downstream molecules differs between the two groups. **(B)** Regulatory network of IL2, its targeted genes and downstream biological effects in vapers. In vapers, inhibition of IL2 is likely to lead to downregulation (indicated by blue lines) of genes (shown by green color), which in turn may lead to impaired immune response (*i.e.*, lack of activation of T lymphocytes). **(C)** Regulatory network of IL2, its targeted genes and downstream biological effects in smokers. Likewise, in smokers, inhibition of IL2 is likely to disrupt normal immune functions, though the number of genes modulated by IL2 is much higher in smokers than vapers (25 *vs*. 6). For more indicators, please refer to the Prediction Legend.

Altogether, our IPA analysis shows that vapers, similarly to smokers, exhibit disruption of key functional pathways and gene networks in peripheral blood leukocytes. Notably, mitochondrial dysfunction and impaired innate immunity (inflammatory response) are highly associated with the DEGs detected in both vapers and smokers, although the extent of effects differs between the two groups. Supplementary Figure S1 summarizes the results of Top Diseases and BioFunctions analysis of DEGs in vapers and smokers. Table 1 lists major diseases and/or function annotations associated with the top disrupted gene networks in vapers and smokers, respectively.

### Validation of RNA-seq data by RT-qPCR

To independently validate the RNA-seq expression results, we randomly selected several of the identified up- and down-regulated genes in vapers and smokers, and examined their transcription levels by RT-qPCR. Supplementary Figure S2 shows the correlation results for expression of the tested genes, as determined by RT-qPCR *vs.* RNA-seq. In all cases, the median normalized expression levels of the target genes determined by RT-qPCR were directly correlated to the normalized read counts in RNA-seq. Thus, we have validated the RNA-seq expression data by RT-qPCR analysis using triplicate samples from our study population. We stress that the Illumina sequencing data are proven to be highly replicable, with few systematic differences among technical replicates^31,32^. Therefore, for most applications, it suffices to sequence each mRNA sample only once^31^, considering the limiting source materials (tissue/cells), especially in population-based studies^32^. It is well-established that adding more technical replicates gives diminishing return on accuracy and statistical power to detect DEGs^32,33^. Conversely, adding biological replicates (*i.e.*, more samples) and increasing the sequencing depth (up to a certain level) generate more informational reads, thereby significantly improving the sensitivity and statistical power to detect DEGs^32^.

### Verification of vaping/smoking status

To verify smoking/vaping status, we measured the concentrations of cotinine, a major metabolite of nicotine^5^, in blood plasma of our study subjects. Overall, cotinine levels in both vapers and smokers were significantly higher than those in controls (vapers: 115.0 ± 9.1 ng/ml, smokers: 121.0 ± 11.2 ng/ml, controls: 2.5 ± 0.1 ng/ml, *P* = 3.56E-9 and *P* = 8.91E-9, respectively). The levels of cotinine in vapers and smokers were not significantly different from one another (*P* = 0.82). To further validate the e-cig/cigarette use and frequency data obtained during in-person interviews, we sought correlations between subjects’ cotinine levels and the self-reported vaping/smoking indices (cum e-liq/PY). We observed a positive and statistically significant correlation between the detected levels of cotinine and self-reported cumulative e-liquid consumption levels in the study subjects (*r* = 0.78, *P* = 1.61E−13). Likewise, a direct and statistically significant correlation was observed between the measured levels of cotinine and self-reported pack years in the study subjects (*r* = 0.81, *P* = 1.03E−11). Altogether, our objective measurement of plasma cotinine in this study population is highly consistent with their self-reported vaping/smoking indices, as recorded during personal interviews.

## Discussion

In the present study, we have compared the biological consequences of e-cig use and cigarette smoking by constructing and analyzing the whole transcriptome in leukocytes of healthy adult vapers (with and without a history of smoking), exclusive cigarette smokers, and control nonsmokers non-vapers. Transcriptome analysis in peripheral blood leukocytes has been widely used to study the regulation of genes in a variety of diseases, including cardiovascular disease, immune-related (inflammatory) disease, respiratory disease, and cancer^1,5,12,13^. Specifically, gene expression analysis in leukocytes has been extensively exploited for investigating the effects of exposure to inhaled chemicals, such as tobacco smoke^1,5,34^. Through systemic circulation, blood cells interact with key organs, such as the lungs (in capillaries), liver (in sinusoids), and kidneys (in glomerus capillary plexus)^35^, all of which are major targets for tobacco-related diseases and inflammatory conditions and disorders^13,36^.

Our limmaVoom analysis of RNA-seq data showed significant dysregulation of functionally important genes and molecular pathways in both vapers and smokers as compared to controls (adjusted for sex and age). Bioinformatics analysis and computational modeling, combining primary and sensitivity analyses, revealed that e-cig use, but not past smoking, is significantly associated with gene dysregulation in vapers. A substantial portion of the dysregulated genes in vapers (81.5%) and nearly one-third of all DEGs in smokers were dose-dependently associated with vaping and smoking, respectively. Specifically, there were direct relationships between differential expression of genes in vapers and smokers and cumulative exposure to e-cigs and tobacco cigarettes, respectively. We note that the higher number of vapers than smokers (37 *vs.* 22) together with the more balanced distribution of sex and age within the vaping group may have contributed to the stronger associations found between vapers’ DEGs and e-cig exposure index (cum e-liq) than smokers’ DEGs and the intensity and duration of smoking (PY). In confirmation, the average power to detect DEGs in vapers when controlling FDR^21^ was 65% at an adjusted *P*-value of 0.0476, whereas in smokers, the average power to detect DEGs while controlling FDR^21^ was 54% at an adjusted *P*-value of 0.0499. Furthermore, because cigarette smoke contains several thousand chemicals, many more than those present in e-cig vapor (and mostly at substantially higher levels)^1,2,8^, establishing a dose–response relationship for smokers may prove more complicated than for vapers. These scenarios should be investigated in future studies with larger sample size, when specimens from well-characterized vapers and smokers, with varying tobacco product use frequency and patterns, will be analyzed.

Comparative analysis of the gene networks and canonical pathways impacted in vapers and smokers showed strikingly similar biological outcomes, though the number of affected genes varied considerably between the two groups. Importantly, a significant percentage (12.0%) of DEGs in vapers consisted of mitochondrial genes, including one MT-rRNA and 10 MT-tRNAs (all over-expressed) (Supplementary Table S1), suggesting that vaping interferes with mitochondrial homeostasis. Likewise, 32 of all 37 mitochondrial genes^24^, including 13 protein-coding genes, two MT-rRNAs and 17 MT-tRNAs, were up-regulated in smokers (Supplementary Table S2). Notably, IPA analysis of the dysregulated genes in vapers and smokers confirmed a high enrichment of mitochondrial genes in both groups (Fig. 5A,B). Furthermore, major diseases and/or function annotations associated with the top disrupted gene networks in both vapers and smokers included several mitochondrial disorders that are characterized by structurally, functionally, or numerically abnormal mitochondria (Table 1)^37^. This together with the observed up-regulation of mitochondrial genes in both vapers and smokers is suggestive of occurrence of mitochondrial dysfunction and damage in both groups.

Mass spectrometry analysis of a wide range of e-cig liquids and aerosols has demonstrated the presence of aldehydes, free radicals, and heavy metals, which are known mitochondrial toxicants^1,2,5,7,8,38^. Unlike cigarette smoke whose deleterious effects on mitochondria have been well-established^38–41^, data on vaping-associated mitochondrial dysfunction remain scarce, and mostly limited to cell lines and animal models^42,43^. Recent studies in mouse and human cells have shown that exposure to e-cig aerosols or liquids induces cytotoxicity by impairing mitochondrial membrane potential (∆Ψ_m_) and generating reactive-oxygen species (ROS). These effects are similar to those caused by chronic exposure to cigarette smoke^42–44^. Consistent with the findings of those reports^42–44^, our data support that vaping and smoking may increase depolarization of mitochondria and mitochondrial membrane (Fig. 5C), which can subsequently cause ATP reduction and eventually lead to cell injury or death^27,39^.

Another salient finding of our study is that vaping and smoking impact innate immunity and inflammatory response, although to varying degrees. As shown in Fig. 6A, aberrant expression of the immune response genes in vapers and smokers is likely to be modulated by several upstream cytokines, including members of the interleukin (IL) and interferon (IFN) family, that play a crucial role in innate immunity and inflammation (Fig. 6A)^28–30,45^. One of such cytokines is interleukin 2 (IL-2), which is produced by activated CD4 + and CD8 + T lymphocytes and is important for the proliferation of T and B cells (Fig. 6B,C). Among its multiple, often competing, roles in immunity, IL-2 functions as an anti-inflammatory cytokine by preventing the uncontrolled expansion of immune response (through production of regulatory T cells) and suppressing overall inflammation^29,30^. Of note, patients lacking IL-2 expression exhibit a defective immune response^30^. Furthermore, in mice, targeted disruption of a gene similar to IL-2 leads to ulcerative colitis-like disease. These observations support an essential role for IL-2 in eliciting the immune response to antigenic stimuli^30^. Thus, it is conceivable that any suppression of the immune system and inflammatory response triggered by inhibition of IL2 and/or other cytokines (Fig. 6B,C) may lead to increased susceptibility to infections and/or increased severity of infections in vapers, much like smokers. Consistent with our findings, a recent study has shown that both e-cig use and cigarette smoking were associated with decreased expression of several immune and inflammatory-response genes in nasal epithelial cells of vapers and smokers, causing disruption of normal immune functions^46^. Furthermore, e-cig use has been linked with increased risk of suppressed host-defense functions in response to bacterial infection^47^ or following infection with live-attenuated influenza virus^48^. The suppressed immune response associated with vaping, manifested as altered immune-gene expression, cytokine and chemokine release, and antibody production^47,48^. Follow-up mechanistic studies are needed to establish the chain of events leading to the dysregulation of functional pathways and gene networks in vapers and smokers, as identified in the present study.

Growing evidence is emerging on the central role of mitochondria as signaling organelles, which govern fundamentals of immunity and inflammatory response^49–52^. Mitochondria can regulate innate and adaptive immunity through distinct mechanisms^49^. One way is through the release of damage-associated molecular patterns (DAMPs), which include mitochondrial DNA (mtDNA), ATP, cardiolipin and formyl peptides^53^. Owing to the bacterial ancestry of mitochondria, mtDAMPs are recognized by the same set of innate immune receptors (*e.g.*, Toll-like receptor 9), which detect bacterial infections and trigger an inflammatory response (*i.e.*, chemotaxis of innate immune cells and cytokine production)^49,54^. Notably, a positive association has been found between leukocyte mtDNA content and risk of coronary heart disease, which is strongly associated with smoking^55^. Leukocyte mtDNA copy number content in cancer patients has also been shown to associate with levels of leukocyte 8-hydroxy-2′-deoxyguanosine (8-OHdG), a biomarker of oxidative DNA damage^56^. Mitochondrial metabolic pathways, such as tricarboxylic acid cycle, OXPHOS, and fatty acid oxidation can also have a major impact on immune cell activity, and are important for macrophage polarization and T cell differentiation^49,51^. Activation of T cells relies on functional OXPHOS for their bioenergetic requirements (consistent with data in Fig. 4C)^51^. Other components of the mitochondrial machinery that play crucial roles in immunity and inflammation include amino acid metabolism, antioxidant systems, mitochondrial dynamics, mitophagy, and mtROS production^49^. Persistent mitochondrial dysfunction can cause chronic inflammation, which in turn may lead to several chronic inflammatory disorders, including cardiovascular, respiratory (COPD), and metabolic diseases, as well as cancer^52,57^.

While the novel findings of the present study have significant implications for public health and regulation of tobacco products, we also acknowledge the limitations of our study, in terms of its representativeness for the general population. Future studies with larger sample size should verify the generalizability of our findings to the broad population of vapers and smokers. These follow-up studies should also investigate the health consequences of vaping combined with other lifestyle habits, including co-use with recreational drugs. Of note, marijuana vaping is on the rise, particularly among youth and young adults^58,59^.

In summary, we have demonstrated preferential targeting of the mitochondrial genes, important for innate immunity and inflammatory response, in peripheral blood leukocytes of vapers and smokers. We have also shown that e-cig use, but not past smoking, is significantly associated with dysregulation of gene transcription in chronic vapers. Together with the observation that most dysregulated genes in vapers (72.8%) are common to those found in smokers, our findings support that gene dysregulation in vapers is likely due to exposure to similar chemical(s) present in both e-cig vapor and cigarette smoke. Although the exact identity of these chemicals remains to be determined, potential candidates may include ROS-inducing chemicals and/or heavy metals^13^. Future studies are warranted to identify the constituents of e-cig vapor that are responsible for the observed dysregulation of genes in vapers, similarly to smokers. Lastly, we have shown accentuated transcriptomic effects in smokers relative to vapers, suggesting that smoking has greater and more pronounced adverse effects than vaping on biological systems. Altogether, the results of this research and future investigations into the health risks or potential benefits of vaping *vs*. smoking should provide scientific evidence to inform the regulation of tobacco products to protect public health.

## Methods

### Ethics declarations

The study was approved by the Health Sciences Institutional Review Board (IRB) of the University of Southern California (Protocol No: HS-16-00175). Written informed consent was received from participants prior to inclusion in the study. All research was performed in accordance with the approved IRB protocol and relevant guidelines & regulations, including the Declaration of Helsinki.

### Study population

Eligible candidates for the study included healthy adults—both males and females of diverse ages, races, and ethnicities—who could read and write in English and understand and give informed consent. The catchment area for this study was the Greater Los Angeles Area. The study population consisted of 82 subjects divided into three groups, including Group 1: current vapers (*n* = 37), Group 2: current smokers (*n* = 22); and Group 3: control nonsmokers non-vapers (*n* = 23). Detailed characteristics of the study population are listed in Table 2. Dual users of e-cigs and combustible cigarettes or poly users of e-cigs, cigarettes, or other tobacco products were excluded from the study. Criteria for classification of the study subjects, as vapers, cigarette smokers, or controls, were as follows: vapers were those who reported current use of e-cigs for at least three times a week for a minimum of six months, and no use of conventional cigarettes or any other tobacco products in the past six months. Smokers were those who reported current smoking of tobacco cigarettes at least three times per week for a minimum of one year, and no use of any other tobacco products, including e-cigs, in the past six months. Controls were those who reported no use of any tobacco product (e-cigs or combustible) more than five times in their life, with no use in the past six months; controls reported smoking no or fewer than 100 cigarettes or having no or less than five vaping sessions in their lifetime. We note that unlike combustible cigarettes that have been in the market for many years, e-cigs are a relatively new tobacco product. Therefore, we set the minimum use criteria for vapers and smokers to six months and one year, respectively, to allow enrollment of sufficient number of subjects into this study^15^.

**Table 2:** Characteristics of the study population.

	Vapers (*n* = 37)	Smokers (*n* = 22)	Controls (*n* = 23)
Age*	28.0 ± 1.5 (Range: 21–56)	36.5 ± 2.9 (Range: 24–66)	24.0 ± 1.9 (Range: 22–58)
**Gender**^†^			
Male	30 (81.1%)	17(77.3%)	13 (56.5%)
Female	7 (18.9%)	5(22.7%)	10 (43.5%)
**Race**^†^			
White	14 (37.9%)	5 (22.7%)	2 (8.7%)
Hispanic	10(27.0%)	1 (4.5%)	5 (21.8%)
African American	5(13.5%)	8(36.4%)	2(8.7%)
Asian	6 (16.2%)	4 (18.2%)	11 (47.8%)
Other^‡^	2 (5.4%)	4(18.2%)	3 (13.0%)
BMI*^,§^	27.2 ± 1.1	27.6 ± 1.0	23.9 ± 1.4
Pack year*^,¶^	5.0 ± 2.2	10.3 ± 2.3	NA
Cumulative e-liquid (ml)*^,#^	5096.0 ± 3446.5	NA	NA
E-cig device type^†,||^		NA	NA
1st Generation	3 (8.1%)		
2nd Generation	2 (5.4%)		
3rd Generation	23 (62.2%)		
4th Generation	0 (0%)		
Multiple	1st and 3rd: 1 (2.7%); 2nd and 3rd: 7 (18.9%); 1st, 2nd, and 3rd: 1 (2.7%)		
Plasma cotinine (ng/ml)*	115.0 ± 9.1	121.0 ± 11.2	2.5 ± 0.1
Years smoked*	8.0 ± 1.6	21.0 ± 2.7	NA
Years vaped*	3.0 ± 0.3	NA	NA
Elapsed time (years) since last cigarette smoked*	2.0 ± 0.7	NA	NA

*NA* not applicable.

*Results are expressed as Median ± SE.

^†^Numbers and percentages (inside brackets) are indicated.

^‡^Other = Multiracial or Native American.

^§^BMI: Body Mass Index [Weight _(kg)_ ÷ Height^2^_(m)_].

^¶^Pack Year is calculated by multiplying the number of packs of cigarettes a person smoked per day by the number of years he/she smoked.

^#^Cumulative e-liquid is calculated as the total volume of e-liquid (in milliliter) vaped by a person during his/her lifetime.

^||^Device types are divided into 1st Generation: Cig-a-Like, disposable; 2nd Generation: Vape Pen, mid-size (laser pointer) with pre-filled or re-fillable cartridges; 3rd Generation: Mod or Tank, large size; 4th Generation: Pod, Pod Mod, or Pod-type, small-size, USB-shaped or other sleek designs, pre-filled or re-fillable (JUUL, JUUL-*alike*); and Multiple: a combination of different generation devices.

### Subject recruitment and enrollment

The study was advertised in online forums, including Craigslist, Reddit, and myUSC (http://my.usc.edu), and on social media (Twitter, Instagram, and Facebook). Also, flyers and leaflets were used to advertise the study in local colleges, universities, and vape shops. Furthermore, an online survey was developed, validated, and subsequently employed to solicit and query potential participants (http://geteo.usc.edu). Individuals who appeared to have met the study criteria were contacted by phone to complete a screening questionnaire. Based on the information obtained during the phone screen, those who were deemed potentially eligible, were scheduled for an in-person visit to our laboratory. During the visit, an expanded version of the phone screen was administered to reconfirm eligibility, and informed consent was obtained, afterwards (*see*, below)^15^.

### Personal interview

Upon reconfirmation of eligibility and informed consent, all participants underwent a personal interview to provide detailed information on demographics, socio-economic status, consumption of e-cigs, cigarettes, or other tobacco products, dietary habits, lifestyle, use of recreational or illicit drugs, alcohol, and prescription- or over-the-counter medicine, occupational and residential history, and family history of disease^15^.

### Inclusion and exclusion criteria

Health indicators for exclusion from the study consisted of respiratory diseases (*e.g.*, asthma or chronic obstructive pulmonary disease (COPD)), immune system disorders, diabetes, kidney diseases, body mass index < 18 kg/m^2^ or > 40 kg/m^2^, local or systemic inflammation or infection, or any medical disorder/medication that could affect subject’s safety or study results. Any unstable or significant medical condition in the past 12 months, including but not limited to symptomatic heart conditions, stroke, severe angina, and hypertension was ground for exclusion. Being pregnant or having a baby in the past 12 months was also exclusionary. Other exclusion criteria included uncontrolled mental illness or substance abuse or inpatient treatment for those conditions in the past 12 months, use of recreational or illicit drugs (*e.g.*, marijuana, heroin, etc.) in the past six months, and use of any medication known to induce/inhibit CYP450 2A6 enzyme. Physical examination and health assessment of all participants were performed by highly trained staff during the personal visits and interviews^15^.

### Sampling and processing of peripheral blood

Peripheral blood (30 ml) was drawn from the study subjects by venipuncture. Plasma was collected by centrifugation, and subsequently leukocytes and erythrocytes were separated using Leucosep tubes according to the manufacturer’s instructions (Greiner Bio-One Inc., Monroe, NC). The collected plasma, and leukocyte and erythrocyte fractions were aliquoted into multiple microtubes (Eppendorf, Inc., San Diego, CA), snap frozen, and preserved at – 80 °C until further analysis. An aliquot of leukocytes from each subject was used for total RNA isolation using the RNeasy Mini Kit (Qiagen, Valencia, CA)^12^.

### RNA-Seq analysis

#### Quality control, library preparation, and sequencing

Total RNA isolated from leukocytes was checked for quality control using the RNA 6000 Nano Chip kit in an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Libraries for RNA-seq were prepared from total RNA (300 ng per sample) using the KAPA Stranded mRNA-Seq Kit (Kapa Biosystems, Inc. acquired by Roche). The workflow consisted of mRNA enrichment and fragmentation, first strand cDNA synthesis using random priming, followed by second strand synthesis converting cDNA:RNA hybrid to double-stranded cDNA (ds cDNA), and incorporation of dUTP into the second cDNA strand. cDNA generation was followed by end repair to generate blunt ends, A-tailing, adaptor ligation, and PCR amplification. Different adaptors were used for multiplexing samples in one lane. Sequencing was performed on Illumina Nextseq500 for a single-end read for 75 cycles. Data quality check was done by Illumina SAV. Demultiplexing was performed with Illumina Bcl2fastq2 v2.17 program. To rule out any potential bias, library construction and data acquisition for samples from different groups (vapers, smokers, and controls) were done in the same run, not in different batches, and in a ‘blind’ fashion^15^.

#### Preprocessing of sequencing data, normalization, and variance scaling

RNA-seq data were trimmed, aligned, and quantified using Partek Flow version 8.0.19.1027 (Partek Inc., St. Louis, MO). Raw sequencing reads were trimmed from both ends (Phred QC score ≥ 20, minimum read length = 25 nt). To align trimmed reads to the human reference genome hg38, STAR version 2.6.1d was used with default parameter settings^60^. STAR is a widely used open-source RNA-seq mapper to align empirical or simulated sequence reads to a reference genome with high accuracy and at ultra-fast speed^61^. STAR enables detection of annotated and novel splice junctions, as well as discovery of more complex RNA sequence arrangements, such as chimeric (fusion) and circular RNA. STAR generates output files that can be used for many downstream analyses, such as transcript/gene expression quantification, differential gene expression, novel isoform reconstruction, signal visualization, and so forth^60^. In an elegant study published recently, Donato et al*.*^62^ have benchmarked 17 different aligners (including STAR) in terms of efficiency, accuracy, duplication rate, saturation profile, and running time. They concluded that each aligner excelled in specific area(s), with *“no best aligner among all of the analyzed ones; each tool was the-best in specific conditions”*^62^. Mapped reads were quantified using Partek E/M, Partek’s optimization of the expectation–maximization algorithm for transcript abundance estimation with Gencode 27 annotation^63^. Post-alignment processing, quantification, and downstream differential expression (DE) analysis were performed in R (https://rstudio.com/). To establish quality control, we applied the following criteria: samples were included in the analysis if they had high sequencing depth (> 30 million reads/sample) and high percentage reads aligned (> 50% reads aligned)^15^. All samples passed quality control and met the above criteria. Furthermore, we excluded genes with less than 1 count per million (cpm) in at least 23 samples, where 23 was the sample size of our control group, against which the vaping and smoking groups were contrasted.

Limma-based methods require transformation of count data before entering them into the limma pipeline, a toolkit with statistical methods to perform differential gene expression analysis on microarray- or RNA-seq data^19^. In the present study, we used the limmaVoom with quality weights method^19^ to transform the RNA-seq data and perform variance modeling at the sample and observational levels. This transformation improves detection of differential gene expression by enhancing the capture of transcriptomic variance^19–22^. To adjust for library size variations at the logarithmic scale, we first applied the trimmed mean of M-values (TMM) method^64,65^ to normalize read counts. We used limmaVoom to model the mean–variance relationship of the log2-transformed counts at the individual observation level^19–22^. LimmaVoom with quality weights also improves this procedure by estimating the mean–variance trend at the gene level to account for variations in sample quality^19^. By combining the observational weights with sample weights, this approach accounts for mean–variance relationship in log-transformed counts^19^. Applying this approach, we smoothed the variance due to latent confounding factors in our sample population, thus ensuring an approximately normal distribution of the transformed count data. Feeding the normalized counts and their associated weights into the limma pipeline, we calculated gene-wise log2-fold-changes, with increased statistical power, to estimate the relative RNA expression in each sample^19,20,22^. This allowed us to compute fold-change differences in expression of genes, genome-wide, between different groups, including vapers *vs*. controls and smokers *vs*. controls.

### Differential gene expression analysis: primary model

To detect DEGs in vapers and smokers *vs.* controls, while adjusting for age and sex as covariates, we used the R/Bioconductor limma package^19^ under an empirical Bayes moderated *t*-test^20–22^. We used the limmaVoom with quality weights method to transform the RNA-seq data and account for mean–variance relationship of counts prior to linear modeling in limma^19^. This approach reduces variance due to latent confounding, and ensures an approximately normal distribution of gene expression data^19^. We performed group comparison of DEGs in vapers and smokers relative to controls using linear contrasts defined a priori^19–22^ as follows: tested features were considered differentially expressed if they possessed an absolute fold change (FC) of greater than 1.5 and a false discovery rate (FDR) below 10%.

$$y_{ij} = \alpha_{i} + \beta_{i} Classification_{j} + \delta_{i} Age_{j} + \mu_{i} Sex_{j} + \varepsilon_{ij}$$

We used the above formula for transcript feature *i* and donor *j* and *Classification*_*j*_ (levels: controls, vapers, and smokers), adjusting for subject’s age and sex. After fitting the linear model to RNA-seq data, we applied Empirical Bayes smoothing to the standard errors, borrowing information from all genes^19–22^. The normalized expression data were analyzed in two contrasts relative to control group (*i.e.*, vapers *vs*. controls and smokers *vs*. controls) in such way that regression coefficients represent log-fold changes between comparison groups. We corrected for multiple testing and obtained adjusted *P*-values (FDR) by applying the Benjamini and Hochberg procedure^21^.

### Ordinal sensitivity analysis: sensitivity model

We performed post hoc ordinal sensitivity analysis^23^ to seek the relationship between DEGs in vapers and smokers and exposure indices, including cumulative e-liquid consumption and pack year. Whereas cumulative e-liquid consumption was calculated as the total volume of e-liquid (in milliliter) vaped by a person during his/her lifetime, pack year was estimated by multiplying the number of packs of cigarette a person smoked per day by the number of years he/she smoked^15^. We performed two separate sets of ordinal sensitivity analysis as follows: (I) to assess the persistency of the effects of past smoking on gene expression in vapers ex-smokers, we sought the association between DEGs and pack year; (II) to confirm the consistency and robustness of our analysis, we examined the dependence of DEGs in vapers and smokers on vaping and/or smoking indices, *i.e.*, cumulative e-liquid consumption and pack year.

To tease out the influence of e-cig use in vapers with and without a history of smoking, we stratified vapers into three categories based on pack years (PY) smoked: (Vaper 1) No smoking history [PY = 0; *n* = 7]; (Vaper 2) Light smoking history [PY < 7; *n* = 15]; and (Vaper 3) Heavy smoking history [PY ≥ 7; *n* = 15], with Controls who had no smoking or vaping history. To assess dose-dependent effects of e-cig use in vapers, we also divided vapers in two categories based on cumulative e-liquid (cum e-liq) consumed: (1) Light vapers [cum e-liq < 5000 ml; *n* = 18]; (2) Heavy vapers [cum e-liq ≥ 5000 ml; *n* = 19], with Controls who had no vaping or smoking history. To evaluate dose-dependent effects of cigarette smoking in smokers, we similarly divided smokers in two categories based on PY smoked: (1) Light smokers [PY < 7; *n* = 7]; (2) Heavy smokers [PY ≥ 7; *n* = 15], with Controls who had no smoking history. Testing of the ordinal variables for differential gene expression was performed as described above for primary DE analysis, while adjusting for age and sex. We applied two sensitivity models for vapers, including cum e-liq sensitivity and PY sensitivity models, and one sensitivity model for smokers, including PY sensitivity model. In vapers, we tested whether each DEG identified in our primary analysis remained differentially expressed, at a statistically significant level, in the cum e-liq- and PY sensitivity analyses. Consistent differential expression of the tested DEG in the cum e-liq sensitivity model and failure to remain significantly differentially expressed in the PY sensitivity model indicate that vaping, but not past smoking, contributes to differential expression of the DEG, as detected in the primary analysis. In other words, consistency between the results of our primary analysis and cum e-liq sensitivity analysis, but not PY sensitivity analysis, supports that past smoking in vapers ex-smokers has little to no impact on differential expression of the tested genes. At the same time, it reaffirms that exposure to e-cigs influences differential expression of the tested DEG in vapers, irrespective of past smoking history. Likewise, in smokers, reproducibility of the expression results between our primary analysis and PY sensitivity analysis reassures that exposure to cigarette smoke modulates differential expression of the tested DEG.

### IPA analysis

Functional identification of gene networks, canonical pathways, and upstream regulators was performed using the QIAGEN’s Ingenuity Pathway Analysis (IPA v. 2020; QIAGEN Bioinformatics, Redwood City, CA; www.ingenuity.com). DEG lists from the limma package for vapers and smokers (Supplementary Tables S1 and S2) were uploaded onto IPA for data analysis, as described previously^15^.

### Reverse transcription quantitative PCR (RT-qPCR)

We used a standard RT-qPCR protocol^12^ to validate the expression results of individual genes determined as up-regulated or down-regulated by RNA-seq analysis. Briefly, total RNA (250 ng) from leukocytes was reverse transcribed into cDNA using the iScript™ Reverse Transcription Supermix (iScript RT Supermix) (Bio-Rad laboratories, Inc., Hercules, CA). The synthesized cDNA was diluted 2.5-fold with low-EDTA TE buffer (10 mmol/l Tris–HCl, 0.1 mmol/l EDTA, pH 8.0), of which two microliters were used per reaction in a mastermix containing gene-specific primers and SsoAdvanced Universal SYBR Green Supermix (Bio-Rad laboratories, Inc.). The human actin beta (*ACTB*) gene and the human glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) gene were used as references. All assays were performed using the CFX96 Touch™ Real-Time PCR detection system (Bio-Rad Laboratories, Inc.). The cycling conditions included a pre-incubation at 95 °C for 2 min, followed by 40 cycles at 95 °C for 5 s, and 58 °C for 30 s^15^. Five randomly selected samples per biological group (*i.e.*, vapers, smokers, and controls) were run in triplicate for a total of 45 reactions for each gene of interest. Relative transcript levels in each sample were calculated using the Bio-Rad CFX Maestro™ software (BioRad Laboratories, Inc.). The primer sets used for RT-qPCR are available upon request.

### Plasma cotinine measurement by ELISA

Plasma cotinine was measured by a solid phase competitive ELISA kit according to the instructions of the manufacturer (Abnova Corp., Walnut, CA). Briefly, aliquots of standard controls and samples of plasma from the study subjects (in triplicate) were loaded (10 µl each) onto a 96-microwell plate pre-coated with a polyclonal antibody raised against cotinine. After adding a cotinine horseradish peroxidase enzyme (100 µl per well), the microplate was incubated for one hour at room temperature in the dark. Unbound cotinine and cotinine enzyme-conjugate were washed off by rinsing the wells six times with distilled water (300 µl each wash). A chromogenic substrate (3,3',5,5'-Tetramethylbenzidine) was added (100 µl per well), and the plate was incubated for 30 min at room temperature. The reaction was terminated by adding a stop solution (100 µl per well), and absorbance was read at 450 nm using a SpectraMax i3x Multi-Mode Detection Platform (Molecular Devices, LLC., San Jose, CA). Results are expressed as nanograms (ng) of cotinine measured per milliliter of plasma^15^.

### Statistics

Results are expressed as median ± SE in the text. Comparisons of all variables between two groups were performed by the Wilcoxon Rank-Sum test. Relationships between different variables were examined by Spearman’s rank correlation analysis. Applied tests for other analyses are specified in the text. All statistical tests were two-sided. *P* values < 0.05 were considered statistically significant. All statistical analyses were performed using the R environment for statistical computing, available at RStudio (https://rstudio.com/), which is a free and open-source software. Related statistical tests for functional analysis are incorporated in IPA (www.ingenuity.com). For power analysis, we used the package ssizeRNA^66^, which is designed to provide an estimation of sample size while controlling FDR^21^ for RNA-seq experimental design. The method approximates the average power across the differentially expressed genes, and then calculates the sample size to achieve a desired average power, while controlling FDR^66^. The method can also be used for post hoc power analysis^66^. The manual page for the check.power function can be found at: https://rdrr.io/cran/ssizeRNA/man/check.power.html. Raw code for the check.power function can be found on the public github for the CRAN ssizeRNA package at: https://github.com/cran/ssizeRNA/blob/master/R/check.power.R. We performed post hoc power analysis using the check.power function^66^, which computes the observed power and true FDR by Benjamini and Hochberg’s method^21^, based on our sample size of 37 for vapers, 22 for smokers, and 23 for controls. The results were based on 100 simulations, confirming that the calculated power was achieved while FDR was controlled successfully.

## Supplementary Information

Supplementary Legends.

Supplementary Figure 1.

Supplementary Figure 2.

Supplementary Table S1.

Supplementary Table S2.

## Data Availability

The raw RNA-seq data have been deposited in the Gene Expression Omnibus database at NCBI (https://www.ncbi.nlm.nih.gov/geo/), and accession number is GSE169757.

## Abbreviations

∆Ψ_m_: Mitochondrial membrane potential
8-OHdG: 8-Hydroxy-2'-deoxyguanosine
ACTB: Actin beta
BMI: Body mass index
CCR5: C–C Motif Chemokine Receptor 5
COPD: Chronic obstructive pulmonary disease
cpm: Count per million
cum e-liq: Cumulative e-liquid
DAMPs: Damage-associated molecular patterns
DE: Differential expression
DEGs: Differentially expressed genes
e-cigs: Electronic cigarettes
ELISA: Enzyme-linked immunosorbent assay
FC: Fold change
FDR: False discovery rate
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
IFN: Interferon
IL: Interleukin
IPA: Ingenuity Pathway Analysis
lncRNAs: Long non-coding RNAs
MT-rRNAs: Mitochondrial ribosomal RNAs
MT-tRNAs: Mitochondrial transfer RNAs
ncRNAs: Non-coding RNAs
OXPHOS: Oxidative phosphorylation
PY: Pack year
RNA-seq: RNA-sequencing
RT-qPCR: Reverse-transcription quantitative polymerase chain reaction
ROS: Reactive oxygen species
TMM: Trimmed mean of M-values

How the deposited data were processed for this re-analysis (not part of the article)

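Leukocyte RNA of 37 vapers, 21 smokers and 24 controls, as labelled, was analysed, 82 libraries in all, and no library was left out. Each donor gave 1 library and counts as 1 replicate. The deposited values are estimated counts per gene. According to the authors, reads of 75 cycles were trimmed at both ends at a Phred score of 20 with a minimum length of 25 nt, aligned to hg38 with STAR 2.6.1d, and counted on Gencode 27 with the expectation-maximization method of Partek Flow 8.0.19.1027. No normalization or filter had been applied to these estimated counts, and they were rounded before testing. Gene starts in the file were checked against GENCODE 44, in which 67.7% of the genes have a transcript. Of the genes with 1 gene of the same name there, 65.5% had the same start and 66.0% the same end minus 1, as did all 37 mitochondrial genes. Coordinates given are the starts in the deposited file and its ends minus 1. Of the 82 libraries, 20 had a total count on genes below the number of reads that the paper gives as its minimum per sample. Spearman correlations between libraries ranged from 0.801 to 0.983.

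Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization and a robust quasi-likelihood F test. Genes with at least 1 CPM in at least 23 samples were tested. The thresholds for DEGs were the paper's, a fold change above 1.5 and a Benjamini-Hochberg adjusted p below 0.1. All tests were two-sided. Mean log2 CPM values were computed with a prior count of 2, whereas fitted log2 fold changes follow mean counts. Gene sets were tested with fry and camera of limma 3.58.1, with adjustment over the sets and over both comparisons with controls. The share of mitochondrial counts was compared with permutation tests of 100000 resamples, or with an exact permutation test for groups under 10 donors, in Python 3.11.15. Relations across donors were tested by permutation within each group, 45 of them in 1 family.

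The thresholds, the comparisons, the alternatives, the marker lists and the rule for the genes named were set before the data were examined, apart from 3 alternatives that are marked as chosen later. The rule names each gene that the study names in its text, Table 1 or Figs. 2 to 6, the mitochondrial genes, the 3 DEGs with the smallest p in each direction and comparison, and the genes of the marker lists. It named 184 genes, of which 182 were tested, and 1 of the DEGs it names is not reported here. The study's own tables of genes had been seen when it was written. The lists were markers of cytotoxic lymphocytes (15 genes, of which the study's tables hold 12), platelets (18 and 4), B cells (11 and 1), monocytes (10 and 0), neutrophils (10 and 0), naive T cells (10 and 0) and erythroid cells (9 and 0), genes that respond to smoke (7 and 0), and 6 sex-linked genes that served only as a covariate. A set of histone genes was also tested.

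The alternatives were limma voom with quality weights, DESeq2 1.42.0, RLE normalization, mitochondrial genes left out of library sizes, no filter or a filter at 5 CPM, only the groups compared in each fit, an adjusted p below 0.05, no minimum fold change, and each of the 24 labelled controls in turn counted as a smoker. Covariates were a sex-linked expression value, the title set, and the scores of cytotoxic lymphocytes and platelets. The log2 library size and, chosen later, the log2 mitochondrial share were also used as covariates. A fit of title set 1 only was also run. The method was tested on simulated data with 200 changed genes per group, on which edgeR made 7 false calls among 205 in vapers and 10 among 204 in smokers. These data held a single size of change, independent genes and no title sets, so the false calls in the real data may be more. The labels were also drawn anew 100 times, over all donors and within title sets. Cumulative e-liquid consumption, pack years, age, cotinine and the RT-qPCR values were not analysed here. The use of strand in counting is not given in the sources used here.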

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

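The tests chosen only after the result was seen were those between title sets within vapers, the shuffles within title sets, the comparison of group medians and the tests of mitochondrial pseudogenes, and the relation of histone and platelet scores was taken up as an explanation after it was seen.

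A direct test of smokers against vapers, which is a difference between the effects in the 2 groups, gave 11 DEGs by edgeR, all higher in smokers (0 by limma voom with quality weights, which gave 1688 genes at an unadjusted p under 0.05, and 31 by DESeq2). DESeq2 called 5 of the 11 (AP5M1, MTCO1P40, PRDM12, SEMA6B and ZFHX3), and its values for EEF1A1P13 (-0.13) and HBG1 (-0.15) had the opposite sign. In 16 of 100 random splits of the donors, the real one included, the number was as large, so chance could not be excluded for the count. Of the 11 genes, 5 are pseudogenes of mitochondrial genes (MTND6P4, MTCO2P22, MTATP8P2, MTCO1P12 and MTCO1P40), and the others are SEMA6B, EEF1A1P13, ZFHX3, HBG1, PRDM12 and AP5M1. The group medians of 8 differed by more than 1.5-fold. HBG1 (0.52) and AP5M1 (0.11) did not reach that, so for these a few donors with very high counts cannot be told apart from a change in the group, since the fitted value follows mean counts. For EEF1A1P13, with a fitted value of 1.58, the median was lower in smokers than in vapers (-0.13), and 8 of 21 smokers were above the vaper median. Its value was 0.053 by limma voom with quality weights and -0.23 in title set 1 only, so a few donors with very high counts are the candidate explanation for it. Library size as a covariate gave 58 DEGs here, and the title set as a term 7. Smoking against vaping remains among the open explanations.

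Within vapers, title sets 2 and 1 differed in 4177 DEGs by edgeR (2330 up and 1847 down in title set 2, 35 of them mitochondrial, 15 against 11 donors), in a comparison that the paper does not make. Title sets 3 and 1 differed in 1 DEG (2182 genes at an unadjusted p under 0.05, by edgeR, the only tool run for it). What separates the title sets is not given in the sources used here. A difference in processing may be the cause, and so may a difference between the donors, and no biological explanation was tested. The title sets bear on the comparison with controls, of which 22 of 24 are in title set 1. When labels were shuffled within title sets, 45 of 100 shuffles gave as many DEGs in vapers and 45 as many mitochondrial DEGs in vapers, so the title sets are a candidate explanation for both numbers. As many DEGs common to vapers and smokers were seen in 7 shuffles, which leaves the title sets open there too. In smokers, 1 shuffle, the real one, gave as many DEGs, which argues against the title sets as the whole cause of that number. For the mitochondrial DEGs in smokers, 4 shuffles gave as many, but all 37 genes tested are DEGs with the real labels, so only shuffles with every gene could count. The mitochondrial share within title sets was 0.40 higher in smokers on the log2 scale (permutation p = 0.166), and the title sets cannot be told apart from an effect of smoking there.

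Replication-dependent histone genes are not discussed in the paper's text. They were higher in smokers, with a median log2 fold change of 1.12 (fry, adjusted p = 0.00305, 26 of 27 genes up, mean expression above the control median in 15 of 21 smokers). They were also higher in vapers, with 0.66 (adjusted p = 0.0134, 26 of 27 genes, 28 of 37 vapers). Neither held when the title set was a term (adjusted p = 0.171 and 0.598) or under camera. Most histone transcripts carry no poly(A) tail, so incomplete selection of mRNA was tested first. In controls, the histone score and the share of small non-coding RNAs had r = 0.16 (permutation p = 0.455, rho = 0.016, p = 0.945, and r = 0.14 without the 2 farthest donors), and incomplete selection cannot be told apart from other causes with a weak relation in 24 donors. The histone score followed the platelet marker score, with r = 0.83 in controls (permutation p = 1e-05, the smallest the permutations can give, adjusted p = 7.5e-05 over 45 relations, rho = 0.79, permutation p = 1e-05, r = 0.71 without the 2 farthest donors). In vapers r was 0.88 and in smokers 0.88. Within title set 1 it was 0.80 in controls, 0.92 in vapers and 0.83 in smokers. Platelet RNA in the leukocyte preparations is thus a candidate explanation. The platelet set itself was higher in vapers (median 1.03, fry, adjusted p = 0.0239, 18 of 18 genes, 30 of 37 donors) and smokers (median 1.50, adjusted p = 0.0265, 18 of 18 genes, 15 of 21 donors), though not with the title set as a term (adjusted p = 0.598 and 0.36) or under camera (0.168 and 0.266). Its most abundant genes NRGN, GP1BB and PPBP had 8.71, 6.47 and 6.31 mean log2 CPM in controls. Of its 18 genes, 4 are in the study's tables.

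Of 19 pseudogenes of mitochondrial genes tested, 16 were DEGs in smokers (Fisher's exact test across genes, p = 3.47e-13) and 4 in vapers, none of which the paper discusses as a class. Their expression followed the mitochondrial mRNA score in controls, with a median Spearman rho of 0.76, and reads shared with the mitochondrial genes are a candidate explanation. A fixed proportion of shared reads would give the pseudogenes no larger change than the mitochondrial genes have. By fitted values, 5 of them lay above the most increased mitochondrial gene (2.66) by over 2 standard errors, namely MTCO1P40 (7.55), MTND1P23 (6.12), MTCO1P12 (5.79), MTATP8P2 (4.17) and MTCO2P22 (4.01). Their group medians differed by 1.65, 1.79, 3.03, 1.45 and 2.28 in the same order, and limma voom with quality weights gave MTCO1P40 a change of 2.41 (adjusted p = 0.113). For MTCO1P12 it gave 3.23 (SE 0.69, adjusted p = 0.0157), and for the parent gene MT-CO1 1.41. With the title set as a term in edgeR, MTCO1P40 (7.37, SE 1.25), MTCO1P12 (5.83, SE 1.00) and MTND1P23 (5.74, SE 1.08) stayed past the thresholds, while MT-CO1 fell to 0.90 and MT-ND1 to 0.96. These 3 are the top genes of the pattern, so all 19 were compared with the parent gene in their name. With the term, 4 of the 19 lay above it by over 2 combined standard errors, and 5 of 100 shuffles within title sets, the real one included, gave as many. By limma voom with quality weights it was 1 of the 19 (MTCO1P12). Across all 19, the log2 ratio of pseudogene to parent gene was 0.087 higher in smokers within title sets, as a median (permutation p = 0.433). A fixed proportion thus cannot be told apart from other causes, for the top genes or for all 19. Donor differences in these copies or in the mitochondrial genome stay open and were not tested.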

How the results depend on the processing

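The alternatives that use limma voom together with a covariate, or the mitochondrial share as a covariate, were chosen only after the result was seen.

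The counts of DEGs stayed within 1.5-fold under RLE normalization and with mitochondrial genes left out of library sizes. With the first there were 545 DEGs in vapers and 1892 in smokers, with the second 560 and 1851, and all 64 named genes kept their direction and their side of the thresholds under both. All 64 did so with no filter on low counts as well. That setting has more genes to call, and gave 1408 DEGs in vapers, 4366 in smokers, 476 in smokers against vapers and 911 common ones. Its protein-coding share was -3.92 points apart (vapers minus smokers). A filter at 5 CPM tests fewer genes and gave 292, 988, 6 and 288, with 33 genes of the study's vapers list and 280 of its smokers list past the thresholds and a protein-coding difference of -6.74. DESeq2 gave 838 DEGs in vapers, 31 in smokers against vapers, 794 common ones and a protein-coding difference of -6.48. Fits of only the groups compared gave -5.64 for that difference. The sex-linked covariate gave 834 DEGs in vapers, 6 in smokers against vapers, 795 common ones and -7.32 for the difference. In these 3 settings no named gene reversed. The naive T cell set in vapers did so with the sex-linked covariate (adjusted p = 0.676). The cause was not tested.

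Thresholds alone changed the counts in the way they are built. An adjusted p below 0.05 left 6 DEGs in vapers, all 6 common, 0 mitochondrial (edgeR, 34 at an unadjusted p under 0.05) and 2 of the study's vapers list. With no minimum fold change there were 868 DEGs in vapers, 4420 in smokers and 822 common ones, and the protein-coding difference was -8.79.

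The study's tool, limma voom with quality weights, called fewer genes. There were 2 DEGs in vapers (0 of them up), 268 in smokers, 0 in smokers against vapers (1720, 3584 and 1688 at an unadjusted p under 0.05), 2 common, 0 mitochondrial in vapers and 22 in smokers, and 2 and 220 genes of the study's lists were past the thresholds. Direction held for all named genes. With the sex-linked covariate added, it gave 60 DEGs in vapers, 427 in smokers, 0 in smokers against vapers (1454 at an unadjusted p under 0.05), 37 common, 1 and 24 mitochondrial, and 36 and 345 genes of the lists. The protein-coding difference was then 20.7, the reverse of the other settings. The cause was not tested.

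The title set mattered more. As a term in edgeR it left 0 DEGs in vapers, 10 in smokers and 7 in smokers against vapers (374, 1792 and 1555 at an unadjusted p under 0.05), 0 common, 0 mitochondrial in vapers and 0 in smokers, and 0 and 8 genes of the study's lists. Title set 1 only, with fewer donors, gave 0, 4 and 0 (2109, 771 and 2006 at an unadjusted p under 0.05), 0 common, 0 and 0 mitochondrial, and 0 and 4 of the lists. With limma voom and the title set as a term, the numbers were 0, 0 and 0 (1327, 909 and 1504 at an unadjusted p under 0.05), 0 common, 0 and 0 mitochondrial, and 0 and 0 of the lists. Among the genes named, those reversed in vapers were mitochondrial or mitochondrion-like. With the title set as a term they were MT-TI (-0.0040), MT-TL2 (-0.37) and MTRNR2L12 (-0.0075), and of all 37 mitochondrial genes 10 were higher (median log2 fold change -0.15). In title set 1 only the named ones were MT-TR (-0.065), MT-TK (-0.21), MT-TM (-0.19), MT-TI (-0.10), MT-RNR1 (-0.11), MT-TL2 (-0.77) and MTRNR2L12 (-0.36), and 3 of all 37 were higher (median -0.32). With limma voom and the title set the named ones were MT-TR (-0.27), MT-TK (-0.43), MT-TM (-0.62), MT-TQ (-0.63), MT-TI (-0.65), MT-RNR1 (-0.25), MT-TL2 (-0.43) and MTRNR2L12 (-0.59), and 0 of all 37 were higher (median -0.43). In all 3 settings, the values of these named genes lay within 2 SE of 0, so no decrease of a single gene is shown. The mitochondrial share reversed in vapers, to -0.26 in title set 1 and -0.077 within title sets, and in smokers it was 0.23 and 0.40, not past the threshold. Of the gene sets, 0 in vapers and 2 in smokers were past an adjusted p of 0.05 with the term, and 0 and 0 in title set 1. Sets that reversed in vapers had adjusted p-values of 0.736 (MT protein-coding, MT-tRNA and naive T) and 0.664 (smoke-responsive) with the term, and of 0.627 (MT protein-coding and MT-tRNA), 0.883 (MT-rRNA) and 0.543 (naive T and smoke-responsive) in title set 1. Camera, by construction stricter on correlated genes, gave 0 and 0 sets. Title sets and groups overlap, so the term may also take up part of a group effect. The cause was not tested.

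With the cytotoxic and platelet scores as covariates there were 0 DEGs in vapers, 1 in smokers and 2 in smokers against vapers (edgeR, 404, 866 and 692 at an unadjusted p under 0.05), 0 common, 0 and 0 mitochondrial, and 0 and 0 of the study's lists. Reversed in smokers were APMAP (0.021), ASCL2 (0.0045), PRF1 (0.048), GZMB (0.22), CX3CR1 (0.039), IL2RB (0.15) and GZMA (0.029). Each of these values lay within 2 SE of 0, so no increase is shown. PRF1, GZMB and CX3CR1 are in the score itself, so their values are partly removed by construction, and for the other 4 the cause was not tested. The log2 mitochondrial share as a covariate gave 0, 5 and 3 (1169, 1895 and 694 at an unadjusted p under 0.05), 0 common, 0 and 0 mitochondrial, and 0 and 3 of the lists.

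Counting 1 labelled control as a smoker moved DEGs in vapers from 8 to 859, common DEGs from 8 to 822, mitochondrial DEGs in vapers down to 0 and the study's vapers list down to 3. Of the 24 refits, 14 stayed within 1.5-fold of the number of DEGs in vapers, 9 were below and 1 above. ITGAD in smokers reached 0.092. No paired analysis was possible because each donor gave 1 library and the labels hold no pairs. Depth limits genes with low counts, which the filter at 1 CPM leaves out.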

Differences from the paper's values

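The settings with limma voom and a sex-linked covariate, the title set with limma voom, and the mitochondrial share as a covariate were chosen after seeing the values. The others were set before the data were examined, among them the 24 refits with 1 labelled control counted as a smoker, which were compared with the paper's values one by one only after seeing the values.

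The number of DEGs in vapers was 543, against the paper's 92, and none of the alternatives set before the data were examined came within 1.5-fold, nor did any of the 24 refits (0 of 24). The alternatives ranged from 0 (title set as a term, title set 1 only, cytotoxic and platelet scores) to 1408 (no filter). In smokers it was 1840 against the paper's 683, and the filter at 5 CPM came within it (988), while limma voom with quality weights (268) and the other alternatives did not. The up-regulated DEGs were 504 in vapers and 1619 in smokers, against the paper's 59 and 471, and no alternative set before the data were examined came within 1.5-fold of either. The ratio of DEGs was 3.39 against the paper's 7.4. With no minimum fold change it was within 1.5-fold (5.09), as it was in 3 of the 24 refits, and with limma voom with quality weights (134), DESeq2 (2.32) and the other alternatives it was not. Limma voom with the sex-linked covariate, chosen after seeing the values, gave 7.12, with 60 and 427 DEGs, and 36 of the paper's 92 and 345 of its 683 genes past the thresholds, the others dropped.

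Protein-coding DEGs were 316 in vapers and 1153 in smokers, against the paper's 61 and 374, and no alternative set before the data were examined came within 1.5-fold. Limma voom with the sex-linked covariate, chosen after seeing the values, gave 46 in vapers, again with 36 of the paper's 92 genes past the thresholds. Mitochondrial DEGs in vapers were 26 against the paper's 11 and those in both groups 26 against the paper's 9, and no alternative but the refits came within 1.5-fold of either (19 with no filter). Of the 24 refits, 8 did so for the first and 5 for the second. Their percentage of DEGs was 4.79 in vapers and 2.01 in smokers, against the paper's 12.0 and 4.7. No alternative set before the data were examined was within 1.5-fold, the nearest in vapers being 7.88 with the filter at 5 CPM, and in smokers limma voom with the sex-linked covariate, chosen after seeing the values, gave 5.62 with 345 of the paper's 683 genes past the thresholds. The percentage of short non-coding RNAs in smokers was 2.34 against the paper's 4.8, and was computed for the main test only.

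Common DEGs were 521 against the paper's 67, and no alternative came within 1.5-fold, with 0 of the 24 refits among them (2 with limma voom with quality weights, 288 with the filter at 5 CPM, 795 with the sex-linked covariate). As a percentage of DEGs in smokers they were 28.3 against the paper's 9.8, and of the alternatives set before the data were examined only 3 of the 24 refits were within 1.5-fold. Limma voom with the sex-linked covariate, chosen after seeing the values, gave 8.67, with 345 of the paper's 683 genes past the thresholds. DEGs in smokers only were 1319 against the paper's 616, with the filter at 5 CPM within 1.5-fold (700) and the others not.

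The paper states a higher percentage of protein-coding DEGs in vapers than in smokers. The difference was -4.47 points, and it was negative under each alternative set before the data were examined that gave DEGs in both groups. Limma voom with the sex-linked covariate, chosen after seeing the values, gave a difference of 20.7 points, with 36 of the paper's 92 genes past the thresholds. Of the genes the paper lists as DEGs, 62 of 92 and 538 of 683 were past the thresholds, and all 92 and 681 of 683 had its direction. Among the genes it names, CCL3 (-0.62), GZMH (-0.65), TBX21 (-0.53), ADCY9 (-0.41), GZMA (-0.50), PRF1 (-0.50) and MT-TL2 (1.24) in vapers and APMAP (-0.49) in smokers were not past them. In fits of only the groups compared, CCL3, GZMH and MT-TL2 were. With the sex-linked covariate GZMH, TBX21, GZMA, PRF1 and MT-TL2 were, and with DESeq2 GZMH and MT-TL2. MT-TL2 was also past them with 1 labelled control counted as a smoker. TBX21 and PRF1 were with limma voom and the sex-linked covariate, chosen after seeing the values. With no minimum fold change, TBX21, ADCY9 and APMAP were, since their adjusted p was below 0.1.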

Other observations

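The tests chosen only after the result was seen were the shuffles within title sets, the relations with count classes, the check of GC content and length, and the mitochondrial share as a covariate, and alternatives planned earlier were applied to most explanations here after their counts were known.

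Random splits of the 82 donors, the real split included, gave as many DEGs in vapers in 4 of 100 and in smokers in 1. As many common DEGs were seen in 1, and as many mitochondrial DEGs in 3 in vapers and in 2 in smokers. Chance in a split that ignores title sets is thus excluded at 0.05 for these numbers, apart from the mitochondrial DEGs in smokers. For those, all 37 genes are DEGs with the real labels, so only splits with every gene could count. The 2 of 100 that did, the real one included, argue against chance there. With labels shuffled only within title sets, as many were found in 45 of 100 for the DEGs in vapers, 45 for the mitochondrial DEGs in vapers and 7 for the common DEGs, so title sets may explain these 3. For the DEGs in smokers it was 1 of 100. For the mitochondrial DEGs in smokers it was 4 of 100, where only shuffles with all 37 genes could count. With the title set as a term, 0 of the 37 genes were DEGs in smokers, so the title sets stay open there. In the other splits that ignored title sets the highest numbers were 947 in vapers and 1328 in smokers, so single splits can give large counts. The correlation of the changes in vapers and smokers had a median of 0.73 with separate controls (r across genes). Those fits split the same 24 controls each time, and no r without a group effect was drawn for them. Whether shared controls are the whole cause is therefore not decided. With shared controls, r was 0.59 with the title set as a term and 0.24 in title set 1 only.

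For the DEGs in vapers and smokers, several technical explanations were tested. Mitochondrial genes taking up the counts cannot be told apart from other causes. Leaving them out of library sizes gave 560 and 1851 DEGs, but with TMM this moved almost nothing (542 of the 543 and 1834 of the 1840 DEGs were kept), and with the log2 mitochondrial share as a covariate there were 0 DEGs in vapers (edgeR, 1169 genes at an unadjusted p under 0.05, the only tool run with it) and 5 in smokers. A difference in the total count per library is excluded as the cause, with 627 and 2037 DEGs when it was a covariate. The total includes the mitochondrial counts, whose share differed between the groups. Depth on the other genes alone was not tested and stays open. The sex balance of the groups is excluded as the cause as far as sex-linked expression measures it, with 834 and 1971 DEGs. Blood cell composition cannot be told apart from a change within cells, because the cytotoxic and platelet scores as covariates left 0 DEGs in vapers (edgeR, 404 genes at an unadjusted p under 0.05) and 1 in smokers, and the scores differ between the groups. Those cell shares may themselves follow smoking or vaping. A wrong label of 1 control cannot be told apart for the DEGs in vapers, which fell to as few as 8, and is excluded for those in smokers, which stayed at 1559 or more. GC content and transcript length were known for 76.1% of the DEGs in vapers and 77.8% of those in smokers, under the 80 percent set for a test, so they cannot be told apart.

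The higher mitochondrial share of counts is open to the title sets. Within title sets the log2 difference was -0.077 in vapers, so the title sets may explain the whole difference there. In smokers it was 0.40 (permutation p = 0.166), which cannot be told apart with so few controls outside title set 1. Vaping and smoking stay among the open explanations.

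Across control donors, the mitochondrial mRNA score fell as the cytotoxic lymphocyte score rose, with r = -0.55 (permutation p = 0.00525, adjusted p = 0.0197 over 45 relations, rho = -0.56, permutation p = 0.00531, r = -0.61 without the 2 farthest donors). Within title set 1 of the controls r was -0.54 (adjusted p = 0.0368 over 90 relations). In vapers r was -0.42 (adjusted p = 0.0295), with -0.22, -0.55 and -0.25 in title sets 1, 2 and 3, and in smokers -0.67 (adjusted p = 0.00225), with -0.83 and -0.50 in title sets 1 and 2. The share of cytotoxic lymphocytes in the sample is thus a candidate explanation for part of the donor-to-donor variation. The share of mitochondrial counts also rose with the share of long intergenic RNAs among the other counts, with r = 0.79 in controls (permutation p = 2e-05, adjusted p = 6e-05 over 12 relations added later, rho = 0.77, permutation p = 4e-05, r = 0.77 without the 2 farthest donors), 0.65 in vapers and 0.69 in smokers, and 0.78 within title set 1 of the controls. The RNA composition of the library may therefore differ between donors of the same group.

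The other marker lists gave the following by fry. In smokers, neutrophil (median log2 fold change 0.80, adjusted p = 0.0123, 14 of 21 donors), smoke-responsive (0.75, adjusted p = 0.0131, 16 of 21) and monocyte genes (0.74, adjusted p = 0.0448, 13 of 21) were higher. The neutrophil and monocyte sets were not past 0.05 with the title set as a term (adjusted p = 0.171 and 0.221) or under camera (0.196 and 0.324). B cell (-0.37, adjusted p = 0.0528), naive T cell (-0.13, adjusted p = 0.285) and erythroid genes (1.13, adjusted p = 0.371) were not past 0.05. In vapers none of these was, with adjusted p-values of 0.299, 0.812, 0.228, 0.415, 0.782 and 0.615 in the same order. In smokers against vapers, the smoke-responsive genes were higher (0.66, adjusted p = 0.0113, 7 of 7 genes, 16 of 21 smokers above the vaper median), also under camera (adjusted p = 0.0155) and with the title set as a term (adjusted p = 0.0208). Against controls in smokers they were past 0.05 with the title set as a term (adjusted p = 0.0222) and not under camera (0.196). In title set 1 only, they were not past it against controls (adjusted p = 0.185) or vapers (0.492).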
